# Genetic dissection of the Arabidopsis spaceflight transcriptome: Are some responses dispensable for the physiological adaptation of plants to spaceflight?

**DOI:** 10.1371/journal.pone.0180186

**Published:** 2017-06-29

**Authors:** Anna-Lisa Paul, Natasha J. Sng, Agata K. Zupanska, Aparna Krishnamurthy, Eric R. Schultz, Robert J. Ferl

## Abstract

Experimentation on the International Space Station has reached the stage where repeated and nuanced transcriptome studies are beginning to illuminate the structural and metabolic differences between plants grown in space compared to plants on the Earth. Genes that are important in establishing the spaceflight responses are being identified, their roles in spaceflight physiological adaptation are increasingly understood, and the fact that different genotypes adapt differently is recognized. However, the basic question of whether these spaceflight responses are actually required for survival has yet to be posed, and the fundamental notion that spaceflight responses may be non-adaptive has yet to be explored. Therefore the experiments presented here were designed to ask if portions of the plant spaceflight response can be genetically removed without causing loss of spaceflight survival and without causing increased stress responses. The CARA experiment compared the spaceflight transcriptome responses in the root tips of two Arabidopsis ecotypes, Col-0 and WS, as well as that of a PhyD mutant of Col-0. When grown with the ambient light of the ISS, *phyD* plants displayed a significantly reduced spaceflight transcriptome response compared to Col-0, suggesting that altering the activity of a single gene can actually improve spaceflight adaptation by reducing the transcriptome cost of physiological adaptation. The WS genotype showed an even simpler spaceflight transcriptome response in the ambient light of the ISS, more broadly indicating that the plant genotype can be manipulated to reduce the cost of spaceflight adaptation, as measured by transcriptional response. These differential genotypic responses suggest that genetic manipulation could further reduce, or perhaps eliminate the metabolic cost of spaceflight adaptation. When plants were germinated and then left in the dark on the ISS, the WS genotype actually mounted a larger transcriptome response than Col-0, suggesting that the in-space light environment affects physiological adaptation, which implies that manipulating the local habitat can also substantially impact the metabolic cost of spaceflight adaptation.

## Introduction

Plants, as much as any other complex eukaryotic organisms, mount specific transcriptional responses to an environment in order to accomplish physiological adaptation and survival in that environment. Heat shock, salt, cold, drought and hypoxia are among the most well studied environmental responses in plants, and mutant studies of these responses have been key to showing that a given aspect of the response is necessary and appropriate for survival (e.g. [1, 2–8]). However, in each of these examples, the environmental stress was a part of the evolutionary history of plants and the development of a stress response for survival seems logically appropriate. Knocking out those appropriate responses has a negative effect on survival under that environmental stress (e.g. [9, 10, 11]), and manipulation of the response can modify the degree of stress that can be overcome (e.g. [12, 13–15]). Spaceflight, however, presents an environmental situation that is well outside of the evolutionary history of plants, wherein plants have had no exposure to develop adaptive strategies, and this situation creates the possibility that environmental signals in spaceflight could be inappropriately activating non-adaptive responses.

The possibility of non-adaptive responses to spaceflight presents an added dimension to the goal of understanding plant growth in space and the fundamental biological questions of adaptation to truly novel environments. What is the measure of successful adaptation to a new environment? Is it possible to gauge the impact of a novel environment on the basis of molecular responses? Can inappropriate responses be genetically removed, thereby reducing the transcriptome costs of developing appropriate adaptation responses? In this study, these questions were explored simply on the basis of measuring the intensity and complexity of the patterns of differential gene expression in response to spaceflight in different genotypes. The data presented here look at a very specific set of cells–the last 2 mm of the primary root of Arabidopsis (*Arabidopsis thaliana*), which represents the primary gravity-sensing region of the plant root (e.g. [16, 17]. These data compared specific genotypes in order to dissect the spaceflight responses of plants as they germinated and continued their development on the International Space Station. These plants were not undergoing transitional physiological adaptation to a new environment, but rather, from the moment of germination, they experienced an environment that is outside the evolutionary experience of any terrestrial organism.

This study therefore identifies the genes engaged by the cells of the root tip in the spaceflight environment compared to similar plants on the ground, and then asks how variations in genetic background, and the lighting sub-environment on the International Space Station, impact the differential expression of genes.

The experimental design extrapolates primarily from the APEX01 (Advanced Plant Experiment 01) Arabidopsis spaceflight experiment. APEX01 illustrated that during spaceflight in microgravity, Arabidopsis plants utilized the gradient of light established in the growth hardware to orient the directional axis of growth, and demonstrated unique, genotype-specific patterns of root growth [18, 19]. On the ground, the roots grew vertically down the surface of the plate, but surprisingly, so did the roots on orbit, but not straight “down” in a negatively phototropic direction; the roots instead progressed in a distinctive skewing pattern, such as seen on Earth when grown on tilted surfaces (e.g. [20]. The skewing growth pattern was interesting from the perspective that skewing was long thought to require gravity, but also from the perspective that the two genotypes flown–Wassilewskija (WS) and Columbia-0 (Col-0)–exhibited distinctly different skewing morphometrics, which were enhanced over what was typical on the ground. WS and Col-0 are genotypically distinct and therefore possess potentially different tools to respond to any given set of environments [21, 22]. Spaceflight studies by Blancaflor and colleagues demonstrated that Col-0 skews more dramatically in the dark than in the light, and that genes associated with the actin cytoskeleton can impact root morphology in microgravity [23, 24]. Spaceflight studies by Kiss and colleagues established that the interplay of specific wavelengths of light and manipulation of light-receptor genes can have a dramatic impact on the morphology of seedling growth in microgravity and fractional gravity, and have shown that the Arabidopsis cultivar Landsberg also exhibits skewing [25–29]. Light plays a larger role in root behavior in the spaceflight environment, and nuanced impact of the genomic background appears to be more easily revealed when gravity is not the dominant tropic force acting on the plant.

Among the genes that differ between WS and Col-0 is phytochrome D (PhyD), which encodes a PHYB-like member of the family. PHYD appears to work in conjunction with PHYB for shade avoidance in terrestrial habitats [30, 31], but appears to have virtually no role in gravitropism [32]. However, although WS lacks PhyD transcription it does contain normal levels of PhyA, PhyB, and PhyC [30]. There is considerable overlap in the roles of the members of the phytochrome family, but a mutation in PhyD in a Col-0 background mimics some of the phenotypic features of the WS ecotype (e.g. [33]). The role of PhyD in shade avoidance, and also its lack of a role in gravity sensing, contributed to our interest in the gene, but the fact that the deletion of a single, seemingly inconsequential gene in Col-0 could also phenocopy features of the wild-type WS cultivar was especially intriguing, and led us to choose the Col-0 *phyD* line for inclusion in a transcriptome comparison of the wild type WS and Col-0 genotypes in the spaceflight environment.

The experiment described here examined the influence of genotype on the physiological adaptation to spaceflight as measured by gene expression patterns. RNAseq transcriptome profiling provided the metric by which to measure the impact of the environment, and address whether it is possible to eliminate all or part of the spaceflight response by manipulating the genotype of the plant.

## Materials and methods

### CARA experiment seed lines and planting

Three seed lines wild-types Wassilewskija (WS), Columbia-0 (Col-0) and Col-0 PhyD (*phyD*) (SALK_027956C) were tested for viability, sterility and the ability to maintain dormancy before launch. Vetted batches of seeds were planted on Phytagel plates [18]. One genotype was planted per plate, and six plates were planted of each genotype. One complete set of 18 plates was planted for growth on the International Space Station (ISS), and a comparable set of 18 plates was planted 24 hours later for the ground controls. The plates were wrapped such that every surface of the plate was covered by at least two layers of Duvetyne Black-Out cloth (Seattle Fabrics) to help preserve dormancy [34]. The plates were stored at 4°C until launch (six days). All seed lines are available through TAIR (https://www.arabidopsis.org/).

### Launch, orbital operations of flight and ground control plates

The plates of the CARA experiment launched in a cold-stow bag to maintain the plates at 4°C within the Dragon Capsule. Launch of SpaceX CRS-3 occurred on April 18^th^, 2014 to the ISS (increment 39). The cargo Dragon Capsule was carried by a Falcon 9 rocket launched from Complex 40, Cape Canaveral Air Force Station, Florida. CARA is also identified by the NASA operations nomenclature (OpNom) of “Petri Plants”, and was one of the ARK1 payloads flown by the Center for Advancement of Science in Space (CASIS) (http://www.nasa.gov/mission_pages/station/research/experiments/1064.html). The astronaut attending the experiment on the ISS was Expedition 39 Flight Engineer Steve Swanson.

The dormant plates were activated on the ISS by bringing them out of cold stowage and removing the Black-Out cloth wrapping, 12 days after launch. The plates were then secured to a fabric support affixed to the wall in the US Lab of the Destiny module (Fig 1). The plants were allowed to grow on orbit for 11 days; some in the ambient light of ISS and some in the dark. A standard light meter was not available on the ISS, so ambient light levels were approximated through the use of iPad (iPad3, iOS 5.1.1) application “Light Meter HD- lux measurement tool”, which was executed by astronaut Steve Swanson. It was estimated that the light-grown plates received between 4–6 μmoles m^-2^ s^-1^ total light. The dark-grown plates were first activated by exposure to light, (the Black-Out cloth was removed from the designated plates for 4 hours), and then re-wrapped in Black-Out cloth for the duration of the growth period.

**Fig 1:**
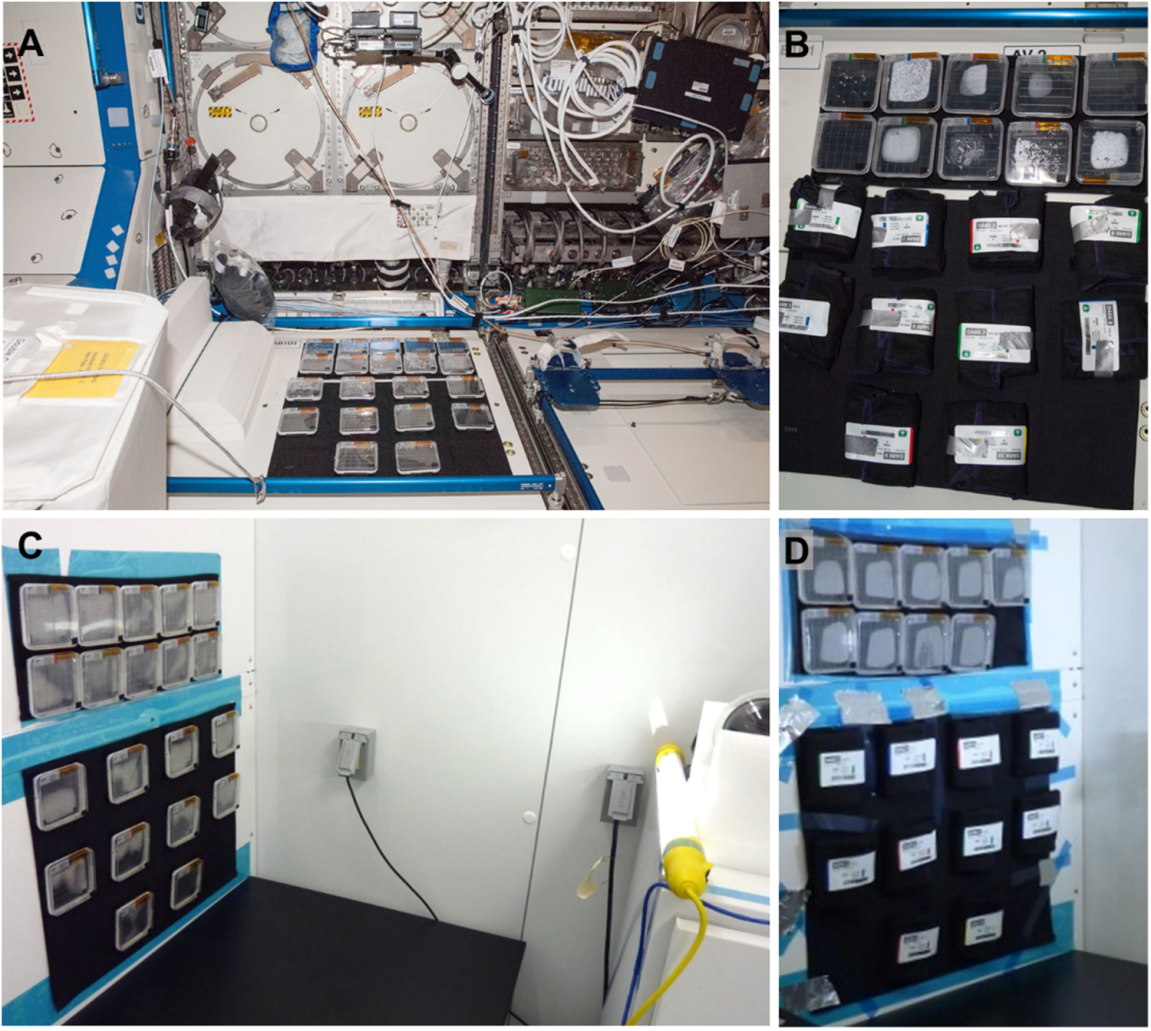
Experiment configuration and growth habitats. (A) The flight plates attached to the wall of the Destiny module of the International Space Station. (B) After germination was initiated by exposure to light, the dark-grown plates were re-wrapped in Duvetyne Black-Out cloth. (C) The ground control plates attached to the wall of the ISS Environment Simulations (ISSES) chamber at Kennedy Space Center in a vertical orientation for growth. (D) The dark-grown plates in the ISSES chamber after re-wrapping.

At 11 days, seedlings were photographed, and then harvested into Kennedy Space Center Fixation Tubes (KFTs) containing RNAlater. The plants were allowed to perfuse for 12–18 hours at ambient temperature within the KFTs, and then the KFTs were transferred to the MELFI (Minus Eighty-degree Laboratory Freezer for ISS). The frozen KFTs were returned to cold stowage within the Dragon Capsule at the end of the docked operations period, and were returned to Earth on May 18, 2014. Following the Dragon Capsule splashdown in the Pacific Ocean, the frozen KFTs were transferred to the Cold Stowage charter plane at the Long Beach Airport, placed into an insulated shipper with dry ice, and flown to Johnson Space Center (JSC). The KFTs were then transferred via FedEx ground to the Kennedy Space Center. The KFTs were removed from dry ice and transferred to a -80°C freezer on May 22, 2014. The PIs retrieved the plant samples from the KFTs on May 29, 2014 and transferred the frozen samples back to the University of Florida.

A comparable set of plates and operations comprised the experimental control set (referred to as the ground control). The plates of the ground control were grown at Kennedy Space Center (KSC) within the ISS Environment Simulator (ISSES) Chamber. The ground control was initiated 24 hours after the initiation of the spaceflight experiment to facilitate the programing the ISSES Chamber with the ISS environmental conditions experienced by the flight plates in the prior 24 hours. The environmental parameters that were monitored and then programed into the ISSES chamber included temperature, CO_2_ and relative humidity. In addition, the lighting in the ISSES chamber was adjusted to recapitulate the light levels being experienced by the plants on orbit. Light measurements in the ISSES chamber were taken with the same iPad model and operating system (iPad3, iOS 5.1.1) used on the ISS, with the “Light Meter HD- lux measurement tool” application.

### Sample preparation for transcriptomics

Seedlings preserved in RNAlater were removed from -80°C storage and then allowed to thaw at 4°C. The focus of the current study was restricted to the organ defined by the root tip, which was defined as the last 2mm of the root for the light-grown plants and the last 1mm for the dark-grown plants. The root tips were dissected from the intact plant roots while remaining submerged in RNAlater, and kept at or below 4°C until RNA extractions.

Three independent roots were used as biological replicates for the transcriptomic analysis. Dissected root tips were transferred into pre-labeled micro-centrifuge tubes, flash frozen in liquid nitrogen, and total RNA extracted using the Picopure RNA isolation kit (Arcturus®, Life technologies). RNA concentration was determined on a Qubit platform (Thermo Fisher/Life Technologies, Inc) and sample quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). Five ng RNA from each sample was used for RNA sequencing.

Sequencing experiments were performed at the Interdisciplinary Center for Biotechnology Research (ICBR) gene expression and sequencing core, University of Florida. Initial data analysis was performed at the ICBR bioinformatics core, University of Florida.

### Library preparation and Illumina sequencing

#### RNASeq libraries preparation using SMART-Seq V4 ultra low input RNA kit for sequencing combined with Illumina Nextera DNA Sample Preparation Kit

Five ng of total RNA was used for each cDNA library construction using the CloneTech SMART-Seq V4 ultra low input RNA kit for sequencing (Clontech Laboratories, Inc, cat#: 634890) according to the manufacturer's protocol. Briefly, first strand cDNA was primed by the SMART-Seq v4 oligonucleotide and then base-pairs with these additional nucleotides, creating an extended template. The reverse transcriptase then switched templates and continued transcribing to the end of the oligonucleotide, resulting in full-length cDNA that contains an anchor sequence, which served as a universal priming site for second strand synthesis. cDNA was amplified with primer II A for 9 PCR cycles. Then Illumina sequencing libraries were generated with 120 pg of cDNA using Illumina Nextera DNA Sample Preparation Kit (Cat#: FC-131-1024) according to manufacturer’s instructions. Briefly, 120 pg of cDNA was used as input for the Nextera tagmentation reaction (fragmentation and tagging) and then adapter sequences added onto template cDNA by PCR amplification. Libraries were quantitated by Bioanalyzer and qPCR (Kapa Biosystems, catalog number: KK4824). Finally, the libraries were pooled equal molar concentration and sequenced by Illumina 2X75 NextSeq 500.

#### NextSeq500 sequencing: RNA seq

In preparation for sequencing, barcoded libraries were sized on the Bioanalyzer, and quantified by QUBIT and qPCR (Kapa Biosystems, catalog number: KK4824). Individual samples were pooled equimolarly at 4 nM. This working pool was used as input in the NextSeq500 instrument sample preparation protocol (Illumina, Part # 15048776, Rev A). Typically, a 1.3 pM library concentration resulted in optimum clustering density (approximately 200,000 clusters per mm^2^). Samples were sequenced on three flowcells, using a 2x75 cycles (paired-end) configuration. A typical sequencing run in the NextSeq500 produced 750–800 million paired-end read with a Q30> = 85%. For RNA seq, around 40 million reads provided sufficient depth for transcriptome analysis.

#### Mapping reads to genome data, annotated transcripts, and profiling of gene expression

The paired end reads were mapped to the *Arabidopsis thaliana* var. Col-0 reference genome (TAIR10) using Spliced Transcripts Alignment to a Reference (STAR) software [35]. Multi-step process of transcriptome assembly and differential expression analysis was done using the Cufflinks tool [36]. Reads that map to each transcript were counted and normalized based on fragment length and total reads. Normalized counts were expressed in terms of FPKM values (fragments per kilobase of transcript per million mapped fragments). FPKM is directly proportional to abundance of the transcript. The expression data were generated at a False Discovery Rate = 0.05 (FDR). At this FDR, a total of 33,999 genes were tested.

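Each of the authors' deposited flight tables lists 33999 loci, and the cuffdiff test was run on 18891 genes with an AGI number in dark-grown WS to 19539 in light-grown Col-0. In all, 20896 genes were tested in at least 1 of the 6 flight comparisons. PHYA is the photoreceptor of far-red light, and the locus that the authors' tables give for it spans chromosome 1 of TAIR10 from 3095007 to 3111318. It was tested in all 6 and changed in none, with a log2 fold change from flight of -0.44 (standard error 1.24) in light-grown Col-0, where the authors' deposited table gives an FPKM of 93.4 on the ground and 69.0 in flight. PHYB, a red light photoreceptor, had a log2 fold change of -0.05 there, and PHYE, a related phytochrome at a locus shared with SSP4b (PHYE/SSP4b), of 0.68; neither passed the test. Of 10 genes often used as stable references, 0 changed in any of the 6 comparisons, also when adjusted over the list alone. From 0 to 2 of the 10 had an unadjusted p under 0.05 in the cuffdiff test, and their median log2 fold changes lay between -0.02 and 0.09. In the test of a difference in flight response between genotypes, described below, 1 of the 10 differed between Col-0 and phyD in the dark, as did 94 of 18684 genes. Adjusted over the list alone, 2 differed between Col-0 and WS in the light. In the dark 1 differed between Col-0 and WS and 1 between Col-0 and phyD. The p of cuffdiff has a smallest value in these tables, which limits how small a q can be.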

### Cluster analyses and genome annotation

The cluster analyses used in all heatmaps were generated with GeneE (https://software.broadinstitute.org/GENE-E/). The clusters were generated using only genes that were assigned Atg numbers and called significant by the cuffdiff analysis (FDR 0.05), and were differentially expressed by at least two-fold (+/- 1 log2). For each cluster analysis, genes that showed significant differential expression in at least one comparison were sorted according to their Atg numbers and hierarchical clustering using Jaccard distance. Genes with a differential expression value of less than two-fold, and genes that have an FDR > 0.05 are depicted in gray. The fold-change color scale on the heatmaps ranges from -3 log2 (down 8-fold) to +3 log2 (up 8-fold). Genes with a differential expression value greater than 8-fold will be depicted with the same hue as for an 8-fold change. Gene annotations and functional relationships we obtained through ATTED-II (http://atted.jp/) [37].

### Availability of data

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository, Series GSE94983 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94983). In addition, the gene expression data and spaceflight-relevant metadata are deposited with NASA’s GeneLab repository (https://genelab-data.ndc.nasa.gov/genelab/accession/GLDS-120).

## Results

### Plant growth and development in the open ISS habitat

In contrast to the focused lighting and environmentally controlled habitat used in the APEX01 experiment [18, 38], the CARA Petri plates were deployed to a wall inside the Destiny module of the ISS, where they received just the ambient, low level, indirect lighting of the module. It was not possible to completely eliminate all lighting gradients, as the surface of the Petri plate mounted on the wall (both on the ISS and in the ISSES chamber for the ground controls) will naturally not receive ambient light through the surface flush to the wall. The plates also received the ambient cabin air, temperature and humidity (Fig 1A). 

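Root tips of Arabidopsis thaliana were sequenced as 36 libraries in 12 groups of 3 roots. The groups combine the cultivars Col-0 and WS and phyD, a mutant of the photoreceptor phytochrome D in the Col-0 background, with growth in spaceflight or on the ground and with light or darkness. Seedlings were 11 days old. Light-grown plates received 4 to 6 µmol per square metre and second, and dark-grown plates received light only during an activation of 4 h. The tips taken were 2 mm long in light-grown and 1 mm long in dark-grown plants, so lighting and the length of the tip change together in every comparison of dark with light. Ground plants were started 24 h after the flight plants. The paper gives 12 to 18 h in the fixative before freezing, and the sample labels give 24 h. Each library was made from 5 ng of RNA with 9 PCR cycles and 120 pg of cDNA, and was read as pairs of 75 nt. The samples were sequenced on 3 flowcells. The authors mapped the reads to TAIR10, with STAR according to the paper's methods and with TopHat according to the submitters' processing notes, and ran Cufflinks and its cuffdiff test. The authors' deposited tables, 20 in number, give 1 FPKM per gene and group and the p and q of cuffdiff for 1 pair of groups each. Values of single roots were not used here, so no SD between roots is given, and the tables hold no counts, so the depth of each sample is unknown. Nothing in the labels used here ties a root to a plate. From these tables, the log2 fold change was computed from the group FPKM values of 1 table at a time, since each table was scaled separately. A gene was called changed when it has an AGI number, passed the authors' q of 0.05 and changed at least 2-fold. The standard error given with a log2 fold change is the fold change divided by the normal deviate of the authors' p, and it is too large for genes at the smallest p. For those genes it is a fixed share of the fold change. It is then an upper bound and does not measure the spread between roots. Many of the standard errors given below are of this kind. Whether the flight response differed between a pair of genotypes was tested from the difference of their log2 fold changes over its standard error (normal, 2-sided, Benjamini-Hochberg over all genes), in 6 such comparisons. Almost all differences that passed were between responses of opposite sign. A difference that did not pass does not show like responses, since the standard errors of genes at the smallest p are too large. The 31 gene lists were tested with a 1-sided Fisher's exact test in each direction, adjusted over all 372 tests. The lists were written after the paper's supplementary tables had been seen, and these hold the genes called in flight with finite fold changes. The lists are therefore not independent of the calls. The p of Fisher's exact test may be smaller than for lists written unseen. The q threshold, the fold minimum and genes listed at 0 in 1 group are choices that can change the counts.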

The design of the experiment included a set of light-grown plates and dark-grown plates, with three replicate plates of each genotype (WS, Col-0 and *phyD*) in each condition. All of the plates were configured to keep the seeds in a dormant state until integration on the ISS, a process that included protecting the seeds from light with black cloth wrappings [34]. Thus, the first action of the astronaut was to expose all of the plates to light to activate germination (Fig 1A) and then to re-wrap the dark-grown plates in light-proof cloth (Fig 1B). Identical procedures were initiated in the comparable ground controls grown in the ISSES chamber (Fig 1C and 1D).

### Development without clear directional cues

The developmental progress of plant growth was followed through a series of photographs taken by the attending astronaut on the ISS, and by the attending technician at KSC, providing an independent “pseudonaut” on the ground in order to mimic astronaut activities on the ISS. The photographs in Fig 2 show representative images that compared the progress of growth after 3d, 6d and 9d for each genotype. The photographs were taken through the back of each plate. The region of interest was cropped from each astronaut-captured photograph to better display the progress of plant development. The full, uncropped, photographs are deposited in the NASA GeneLab database (https://genelab-data.ndc.nasa.gov/genelab/accession/GLDS-120). The spaceflight-grown plants are shown in the left-hand column (Flight).

**Fig 2:**
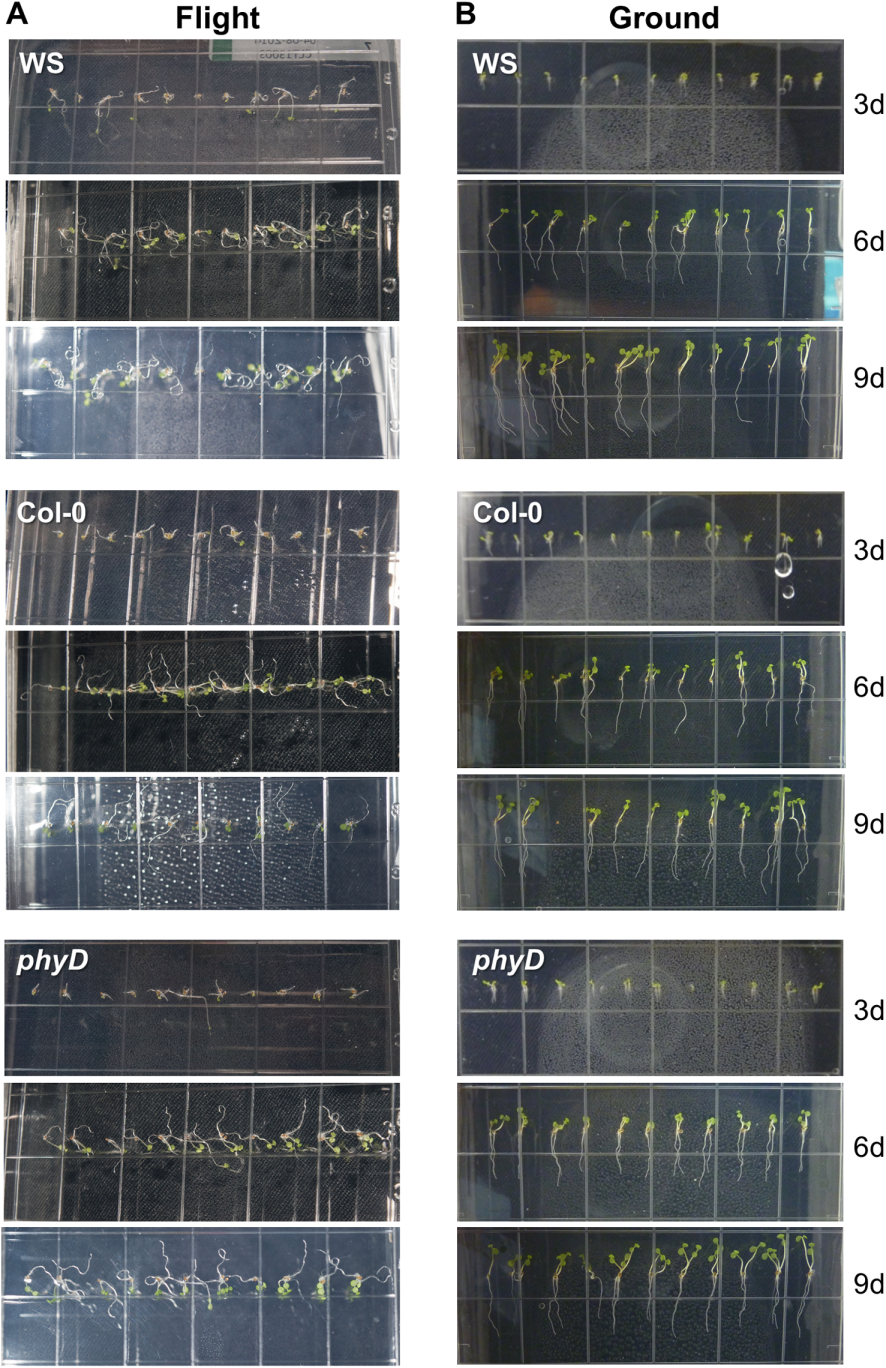
A comparison of the growth of the three genotypes in the light at 3 days, 6 days and 9 days. (A) The three panels in the left hand column show representative examples of Arabidopsis seedlings at 3, 6 and 9 days of growth on the ISS (Flight). (B) The three panels in the right hand column show representative examples of Arabidopsis seedlings at 3, 6 and 9 days of growth in the ISSES chamber for the ground controls (Ground). The images are taken through the back of the plate to minimize interference from condensation on the lid. The full set of uncropped Flight and Ground Control images can be found in the NASA GeneLab archives (https://genelab-data.ndc.nasa.gov/genelab/accession/GLDS-120).

In spaceflight, the diffuse light elicited root growth that was primarily perpendicular to the orientation of vegetative growth, in that the hypocotyls were growing away from the surface of the media, and the roots grew in coils along the surface of the solid media of the plate. This configuration of plant growth closely resembles patterns seen in plates grown horizontally on the ground (Phytagel surface parallel to Earth’s surface). However, unlike horizontal growth in a unit gravity environment, the root coils were loose and somewhat unorganized. In contrast, the roots of the ground control plants shown in the right-hand column (Ground) grew in a clear, positively gravitropic manner along the surface of the plate media. As described in the Methods section, the ground control plates were oriented vertically (Phytagel surface perpendicular to the Earth’s surface), a growth configuration that encourages root growth along the surface of the Phytagel in a reasonably straight, positively geotropic manner. The hypocotyls were generally oriented in a negatively geotropic manner, but were also angled away from the less well-lit surface of the plate adjacent to the wall, towards the relatively lighter environment of the room. These types of spaceflight growth patterns are distinctly different from what has been seen in the high-light plant growth hardware of Veggie [39] and the strong, directional lighting of the ABRS hardware [18, 19].

The developmental image series in Fig 2 shows that both the spaceflight (left column) and ground control (right column) plants of all three genotypes were virtually identical in terms of apparent health, vigor, and developmental age within each environment. However, due to the rather dim lighting environment, neither the light-grown spaceflight nor light-grown ground control plants had the developmental appearance Arabidopsis plants of comparable ages grown in the more optimal lighting regimes of the ABRS and Veggie plant growth habitats [18, 19, 39].

Final photographs of the plants were taken after 11 days of growth, and then the plants were harvested to KFTs (Kennedy Space Center Fixation Tubes) containing RNAlater. Fig 3 shows the photographs taken just prior to harvest. These photographs were taken from the front surface with the plate lid removed. The light-grown plants are shown in Fig 3A. The 11 day spaceflight seedlings (Flight) are shown on the left, and the comparable ground controls (Ground) are shown on the right. The dark-grown plants are shown in Fig 3B, again with the spaceflight grown plants on the left, and the ground controls on the right. There are some minor morphological differences in the manner in which the different genotypes grow, but these differences in coiling and skewing are well characterized features of each genotype, and consistent with morphometric evaluations from previous spaceflight experiments (e.g. [18, 40, 41]).

**Fig 3:**
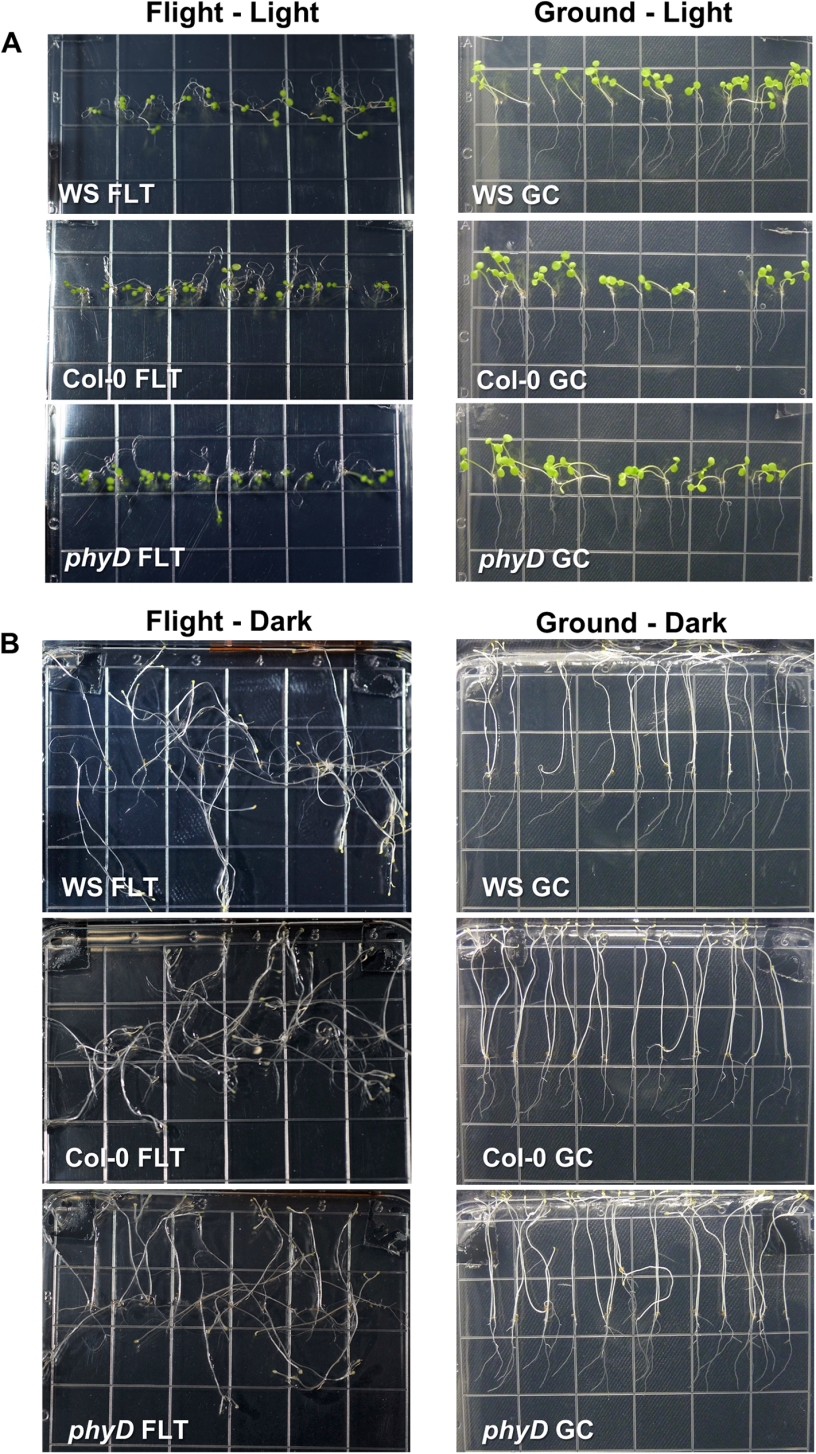
Growth and development of each genotype at the time of harvest. (A) The three panels in the left hand column show representative examples of seedlings just prior to harvest after 11 days of growth on the ISS in the light. The three panels in the right hand column show representative examples of seedlings just prior to harvest after 11 days of growth in the ground control ISSES chamber in the light. (B) The three panels in the left hand column show representative examples of seedlings just prior to harvest after 11 days of growth on the ISS in the dark. The three panels in the right hand column show representative examples of seedlings just prior to harvest after 11 days of growth in the ground control ISSES chamber in the dark. The full set of uncropped Flight and Ground control images can be found in the NASA LSDA archives (link TBD).

All three genotypes were healthy on orbit as judged by appearance in the photographs of Fig 3, and all three genotypes were equally productive on orbit as determined by analysis of root length in Fig 4. These observations suggest that regardless of the gene expression changes among these genotypes, all three were equally able to adapt to spaceflight. Root length was chosen as a key, quantifiable trait for plant productivity in light-grown plants; root length has been associated with plant health and crop success [42], and the photos taken on the ISS provide clear resolution of root growth. Fig 4 compares the root length of each genotype in both spaceflight and ground control environments derived from the images. Root measurements were made using ImageJ, and the data were analyzed using R and two-way ANOVAs with Type II sum of squares to compare the independent variables of genotype and environment [40, 43]. When grown in the light, only WS grown on the ground was significantly different from any other combination of genotype and environment (F_2,310_ = 12.112, p<0.001), WS, Col-0 and *phyD* were not different from each other with regards to root length in spaceflight.

**Fig 4:**
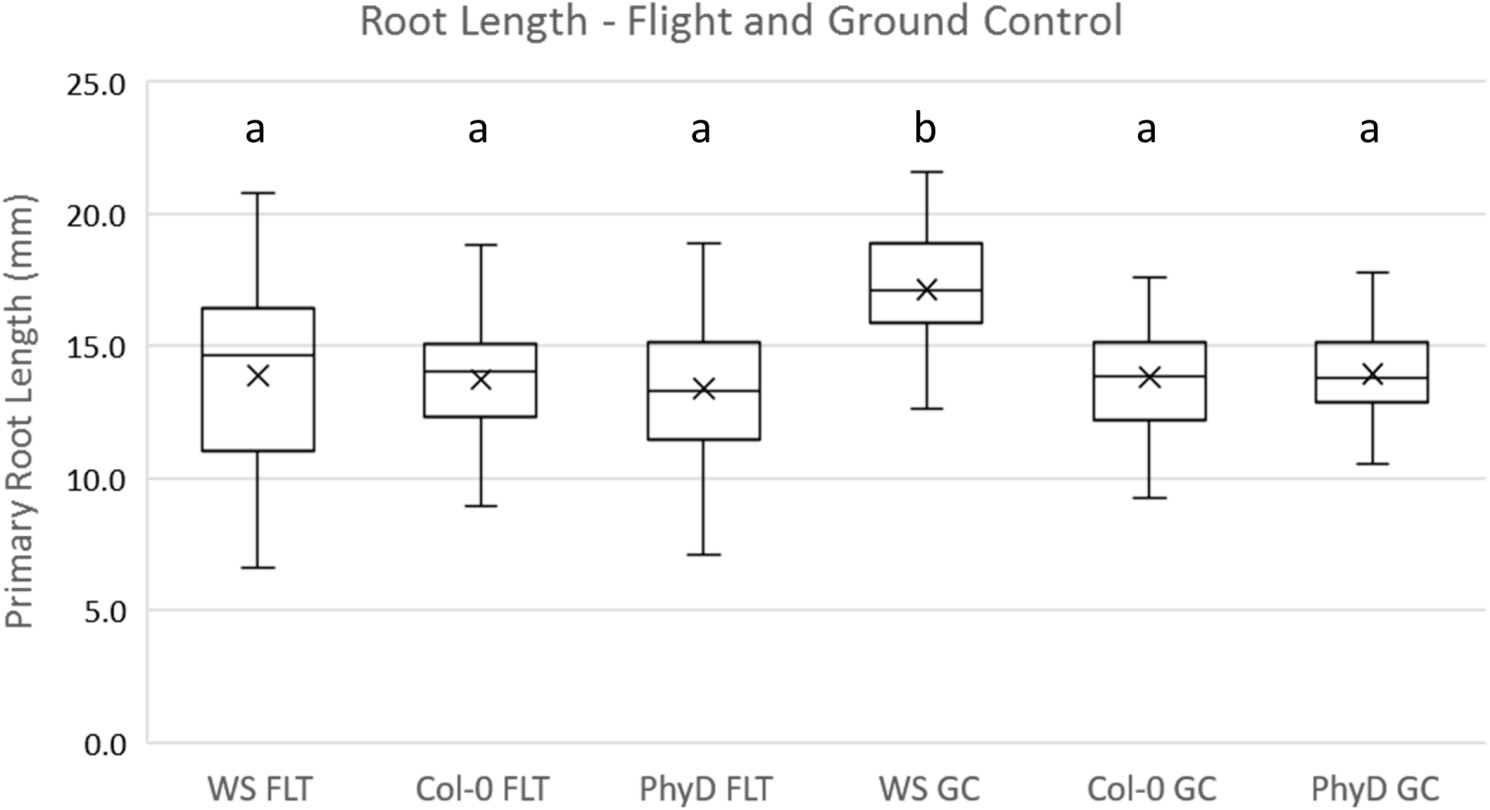
The root lengths among genotypes grown on orbit were not significantly different from one another. The box for each genotype/treatment combination contains a line indicating the median, and an "x" indicating the mean. Above each box is a designation of the results of Tukey’s Honestly Significant Difference, following the two-way ANOVA, where shared letters indicate insignificant difference. Only one of the six sample sets (WS.GC) was different from the other five.

### Genotype matters in spaceflight transcriptional responses

The transcriptional response that each genotype mounted in their respective environments was very distinct. The Venn diagrams of Fig 5 provide an overview of the Spaceflight to Ground root-tip transcriptome comparisons of each genotype; values from light-grown plants are shown in Fig 5A, and dark-grown plants in Fig 5B. The size of the Venn circles are to scale with respect to the numbers of differentially expressed genes. The genes that comprise the list show at least a two-fold change (-1<log2<1) with FDR<0.05. The greatest difference in the transcriptomes of spaceflight and ground control plants was seen in light-grown Col-0 plants, with a total of 297 genes. 

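In light-grown Col-0, BCAT7, of the branched-chain aminotransferase family, rose in flight by a log2 fold change of 4.17 (standard error 1.03). TCH3, a calmodulin-like gene induced by touch, rose by 3.52 (standard error 0.867), from an FPKM of 7.33 to 84.0 in the authors' deposited table. F3H, the flavanone 3-hydroxylase of flavonoid synthesis, fell by 5.07 (standard error 1.25), from 29.9 to 0.890 FPKM in the authors' deposited table. AT3G62040 (log2 fold change -4.06) also fell. Of 19539 genes tested, 315 changed, 167 higher and 148 lower in flight, at the q of the authors' deposited table. A q under 0.01 was reached by 200 genes.

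**Figure D1:**
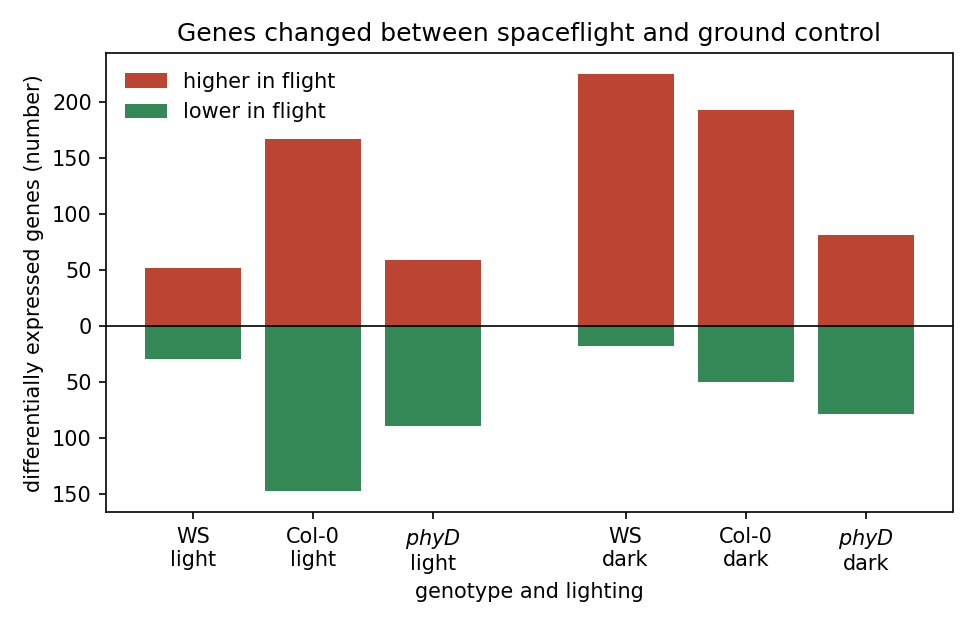
Number of genes changed in flight (vertical axis) in the root tips of WS, Col-0 and phyD, grown in the light or in the dark; bars give genes higher and genes lower in flight than on the ground, at a q under 0.05 and at least 2-fold. The count of changed genes runs from 82 in light-grown WS to 315 in light-grown Col-0.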

The spaceflight to ground differences in the other two light-grown genotypes were a total of 130 in *phyD*, and then only 71 in the WS genotype. 

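In phyD grown in the light, PER59, a class III peroxidase, rose in flight by a log2 fold change of 4.76 (standard error 1.17). RCPG, a polygalacturonase of the root cap that breaks down pectin, fell by 6.46 on the log2 scale (standard error 1.83), from 25.6 to 0.291 FPKM in the authors' deposited table. CEL3, a cellulase, fell by 4.25, and CEP2, a cysteine protease, fell by 3.02. In WS, the rises included AT1G54950 (3.39) and AT1G62510 (2.87). In phyD 149 of 19434 tested genes changed, 59 higher and 90 lower, and in WS 82 of 19083, 52 higher and 30 lower, at the q of the authors' deposited table. A q under 0.01 was reached by 97 genes in phyD and 0 in WS, where the smallest q is 0.0136. In WS 1015 genes and in phyD 968 had an unadjusted p under 0.05 in the cuffdiff test. The median standard error of a log2 fold change was 0.443 in WS and 0.433 in phyD, against 0.387 in Col-0, over genes with an FPKM of at least 5.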

A fourth (18/71) of the WS differentially expressed genes were also coordinately expressed in the other two genotypes. 

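In the light, 19 genes changed the same way in WS, Col-0 and phyD, 11 higher and 8 lower in flight. SNRK2.9, a kinase of the SnRK2 family, rose by almost the same amount in each, with log2 fold changes of 1.88 (standard error 0.463) in WS, 1.91 (standard error 0.472) in Col-0 and 1.87 (standard error 0.462) in phyD. All 3 standard errors are at the smallest p and are upper bounds. UMAMIT11, of a family of amino acid transporters, fell in each, with log2 fold changes of -1.41 in WS and -1.58 in phyD. The 19 genes are among 35 that WS shared with Col-0 and 24 that it shared with phyD, of the 82 that changed in WS. Among the 18249 genes tested in all 3 genotypes, 0.00208 genes would be shared by all 3 if the calls were independent. No library is used in more than 1 of the 3 comparisons. At a q under 0.01, 0 genes were shared by all 3, since none passed in WS, where 1015 had an unadjusted p under 0.05 in the cuffdiff test.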

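LHY and CCA1, the MYB factors of the morning loop of the circadian clock, were lower in flight in all 3 light-grown genotypes. LHY fell by 3.61 on the log2 scale in WS, fell by 5.85 in Col-0 and fell by 3.68 in phyD (standard errors 0.891, 1.44 and 0.908), and in Col-0 from 22.4 to 0.390 FPKM in the authors' deposited table. CCA1 had log2 fold changes of -3.29, -4.34 and -3.36 in the same order. RVE1 and RVE2, related MYB-like factors, fell in all 3, RVE1 the most in Col-0 (-3.67) and RVE2 between -1.94 in WS and -2.39 in Col-0. HYH, a bZIP homolog of the light signalling factor HY5, had log2 fold changes of -2.47, -2.93 and -2.49 at a locus, HYH/RBL14, that it shares with a neighbour. CHIL, a chalcone isomerase-like protein of flavonoid synthesis, had -2.33, -2.66 and -1.86. Of 13 morning clock genes, 4 fell in WS, 5 in Col-0 and 4 in phyD, with 4, 7 and 6 when adjusted over the list alone (Fisher's exact test, adjusted p 1.63e-07, 9.66e-07 and 7.39e-06). Of 13 clock genes that peak from midday to night, 1 rose in WS, 4 in Col-0 and 1 in phyD (adjusted over the list alone 4, 5 and 3, adjusted p 0.173, 5.37e-05 and 0.187), among them COR28 in WS (1.82), FKF1, a blue light receptor of the clock, in phyD (1.77) and PRR7 in Col-0 (1.03). Of 36 light signalling genes tested in WS 2 fell, of 37 in Col-0 3 and of 35 in phyD 1 (adjusted over the list alone 4, 4 and 1, adjusted p 0.0106, 0.0185 and 0.508). BBX20, a B-box factor, fell in WS (-1.50) and Col-0. Of the flavonoid genes 1 of 9 fell in WS, 2 of 9 in Col-0 and 1 of 10 in phyD (adjusted over the list alone 1, 3 and 1, adjusted p 0.0769, 0.0139 and 0.210). Photosynthesis genes fell in Col-0 (7 of 44, 11 adjusted over the list alone, adjusted p 1.17e-06), such as the photosystem I subunit gene PSAK (-3.36). In phyD 2 of 38 fell (adjusted p 0.0748) and in WS 0 of 40, with 7 at an unadjusted p under 0.05 in the cuffdiff test.

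**Figure D2:**
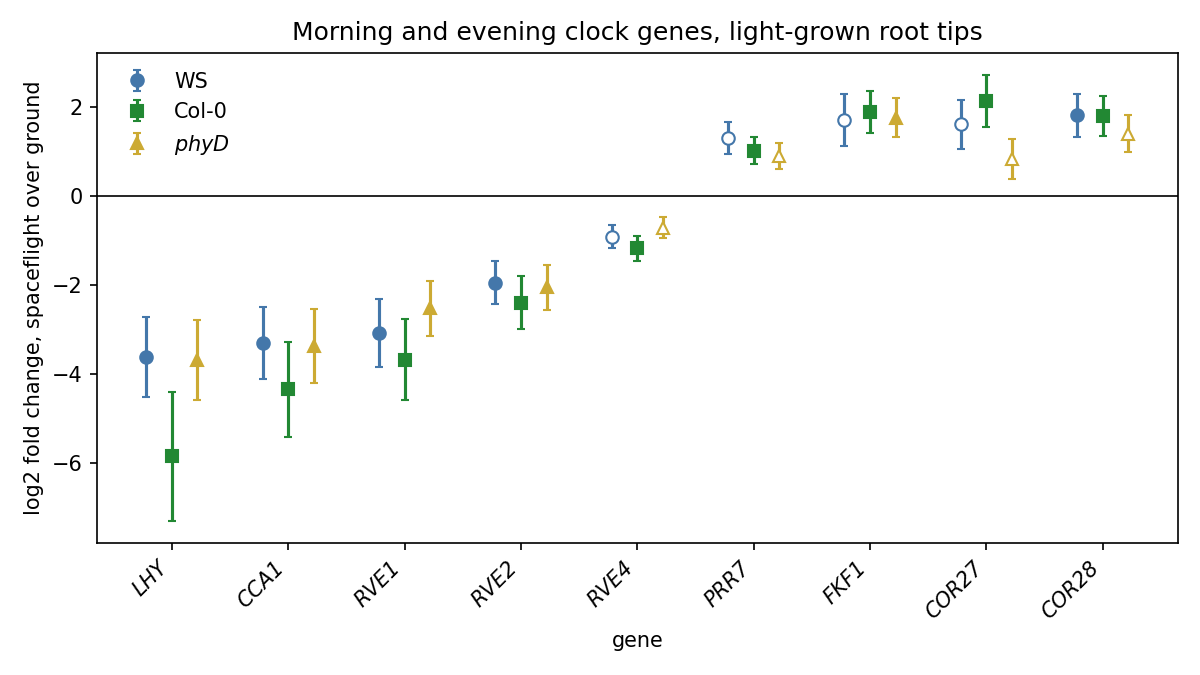
Log2 fold change in flight (vertical axis) of 9 clock genes in light-grown WS, Col-0 and phyD; error bars are the standard error computed from the authors' p, filled points are genes called changed and open points genes that did not pass the test. LHY lies between -5.85 in Col-0 and -3.61 in WS, and COR28 between 1.41 in phyD and 1.82 in WS. For genes at the smallest p the error bar is a fixed share of the fold change and an upper bound.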

Almost all (6/7) of the coordinately expressed genes that were downregulated compared to the ground controls were associated with light signaling. 

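Genes of defence, of fermentation and of the cell wall were among those higher in flight in all 3 light-grown genotypes. PER10, a class III peroxidase whose locus in the authors' tables spans chromosome 1 of TAIR10 from 18347036 to 18349024, rose by a log2 fold change of 1.76 (standard error 0.435) in WS, 4.46 (standard error 1.1) in Col-0 and 2.33 (standard error 0.574) in phyD. In Col-0 its FPKM was 7.78 on the ground and 172 in flight in the authors' deposited table. OSM34, an osmotin-like defence protein, rose by 2.52, 1.33 and 2.71 in the same order, and PDC1, the pyruvate decarboxylase of ethanol fermentation, by 1.77, 1.37 and 1.68. HOL2, a methyltransferase, had log2 fold changes of 2.51, 3.19 and 2.06, and NIC3, a nicotinamidase, of 1.31, 1.94 and 1.48. Of the genes induced by low oxygen, 5 of 39 rose in WS, 6 of 41 in Col-0 and 3 of 42 in phyD (8, 7 and 5 adjusted over the list alone, Fisher's exact test adjusted p 1.89e-06, 2.45e-05 and 0.00282). They include the plant cysteine oxidase genes PCO1 in WS (1.95) and PCO2 in phyD (2.17) and the sucrose synthase gene SUS1 in Col-0 (1.78); AT5G66985 fell in Col-0 (-1.89). Of 30 defence genes, 1 rose in WS, 9 in Col-0 and 4 in phyD (5, 9 and 6 adjusted over the list alone, adjusted p 0.315, 1.79e-10 and 3.36e-05). WRKY38, a salicylate-responsive factor, rose in Col-0 (2.24), the chitinase gene PR3 in phyD (1.22), and PAD3, the last enzyme of camalexin synthesis, fell in Col-0 (-1.69). The values of the authors' supplementary tables had been seen before the lists were written.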

In the upregulated genes, about half (6/11) were associated with plant defense or cell wall metabolism.

**Fig 5:**
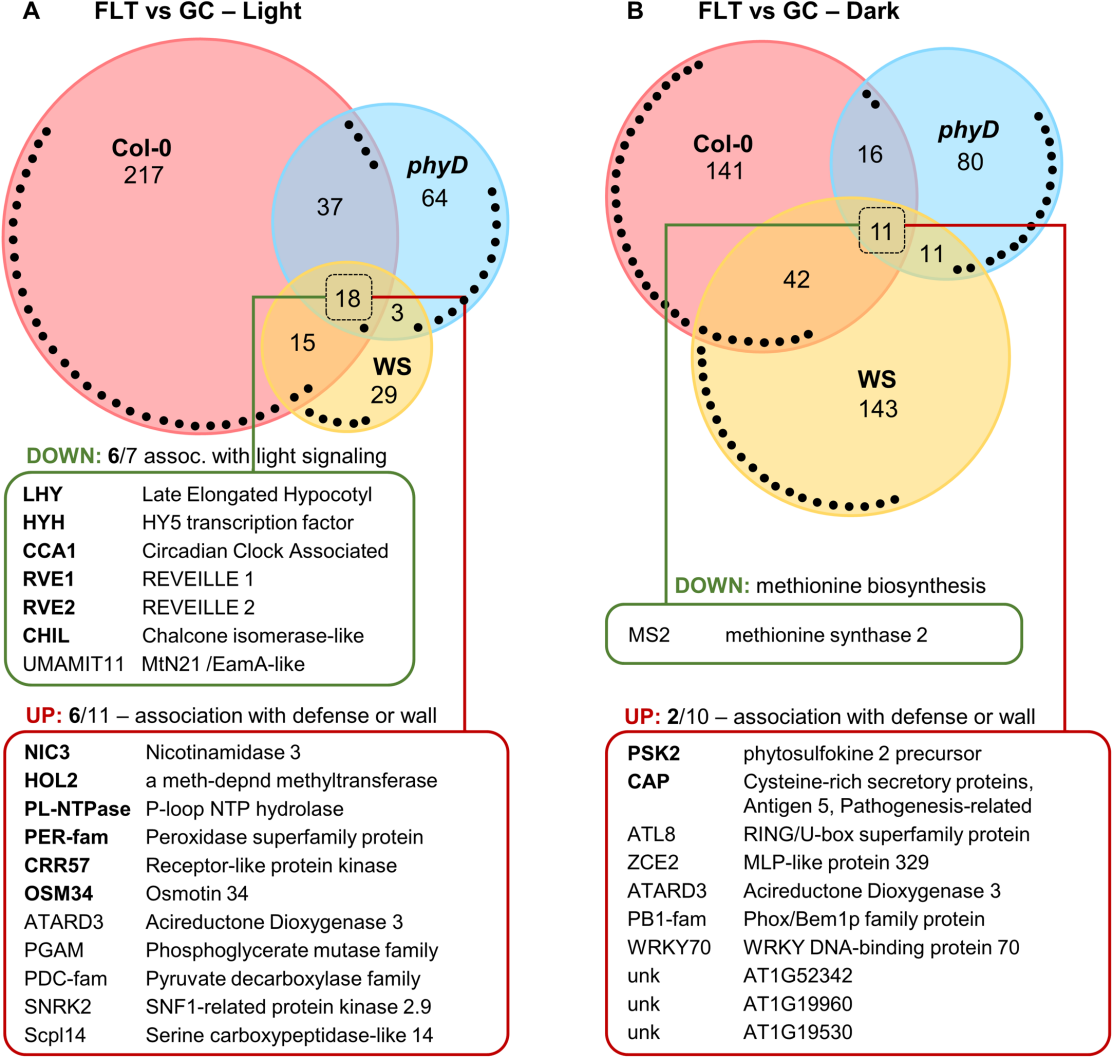
A Venn diagram displaying the distribution of coordinately expressed genes in response to spaceflight in all three genotypes. (A) Coordinately expressed genes in the root tips of light-grown plants. (B) Coordinately expressed genes in the root tips of dark-grown plants. Coordinately expressed genes common to all three genotypes are annotated below each diagram. The number of differentially expressed genes associated with cell wall processes are indicated as black dots within each representative sector of the diagram. The small number (11 in the light and 17 in the dark) of significantly expressed genes that are represented in two genotypes, but were changed in opposite directions (up in one genotype while down in the other), are not included in the enumerations of coordinately expressed genes in the Venn diagrams.

In the dark-grown plants, the distribution of differentially expressed genes between spaceflight and ground is quite different than was seen in the light-grown plants. In the dark, the WS and Col-0 cultivars showed roughly the same number of differentially expressed genes (218 and 224, respectively. 

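In dark-grown WS, genes of root hair growth were among the rises. AGP3, an arabinogalactan protein of the cell surface, rose in flight by a log2 fold change of 4.00 (standard error 0.986), from 13.4 to 214 FPKM in the authors' deposited table, and ADF11, an actin depolymerising factor, by 3.96 (standard error 0.977). LRX1, a leucine-rich repeat extensin of root hairs, rose by 3.79. NAC13, a NAC transcription factor, fell by 1.62 on the log2 scale. In dark-grown Col-0, the cold-regulated membrane protein gene COR413-PM1 rose by 5.33 (standard error 1.43), from 4.52 to 182 FPKM in the authors' deposited table, and the AP2/ERF factor gene ORA47 by 4.31 (standard error 1.06). LHY fell by 2.60 and RVE2 fell by 2.28 in Col-0, while in WS neither passed the test (LHY -0.13, RVE2 0.58). Of 12 or 13 morning clock genes tested, 3 fell in Col-0 (4 adjusted over the list alone, Fisher's exact test adjusted p 6.68e-05) and 0 in WS, where 2 had an unadjusted p under 0.05 in the cuffdiff test. The response of 1 of 12 morning clock genes differed between Col-0 and WS, and of 5 when adjusted over the list alone. Of 50 root hair genes tested, 19 rose in WS (25 adjusted over the list alone, adjusted p 1.05e-21) and 1 of 49 in Col-0 (11 adjusted over the list alone). The response of 0 of 46 root hair genes differed between Col-0 and WS in the dark, also when adjusted over the list alone. The standard errors of genes at the smallest p are too large for most differences between responses of the same sign to pass. This 0 therefore does not show that the root hair genes responded alike. In WS 243 genes changed, 225 higher and 18 lower, and in Col-0 243, 193 higher and 50 lower, at the q of the authors' deposited tables. A q under 0.01 was reached by 157 and 140.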

In the dark, *phyD* exhibited the fewest differentially expressed genes (131). 

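In dark-grown phyD, SUS3, a sucrose synthase, rose in flight by a log2 fold change of 4.79 (standard error 1.18), and ICL, the isocitrate lyase of the glyoxylate cycle, by 4.63 (standard error 1.14), from 11.0 to 272 FPKM in the authors' deposited table. AT1G19530, a gene induced by low oxygen, rose by 5.46. ELP, an extensin-like cell wall protein, fell by 3.17 on the log2 scale (standard error 0.783), from 402 to 44.5 FPKM in the authors' deposited table, and XTH21, a xyloglucan endotransglucosylase, fell by 3.22. Of the genes induced by darkness or sugar starvation, 7 of 26 rose in phyD (14 adjusted over the list alone, Fisher's exact test adjusted p 5.88e-10), and 1 each in WS and Col-0. PRODH, the proline dehydrogenase, was among the 7 (2.50). In phyD 160 of 19246 tested genes changed, 81 higher and 79 lower. The median standard error of a log2 fold change was the highest of the 6 flight comparisons, 0.559, against 0.434 in dark-grown WS and 0.469 in dark-grown Col-0.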

There were fewer coordinately expressed genes common to all genotypes (only 11). 

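In the dark, 11 genes changed the same way in WS, Col-0 and phyD, 10 higher and 1 lower in flight. AT5G57625, a CAP family protein gene, rose by a log2 fold change of 3.36 (standard error 0.830) in WS, 2.38 (standard error 0.588) in Col-0 and 1.83 (standard error 0.452) in phyD. PSK2, a precursor of the growth peptide phytosulfokine, rose by 2.04, 1.23 and 1.79 in the same order, and ATL8, a RING-type ubiquitin ligase, by 1.41, 1.97 and 2.01. ZCE2, of a family of latex-like proteins, rose by 2.05, 1.40 and 1.33. Among the 17991 genes tested in all 3 dark-grown genotypes, 0.00833 would be shared if the calls were independent. At a q under 0.01, 5 genes were shared.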

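MS2, a methionine synthase, was lower in flight in all 3 dark-grown genotypes. Its locus in the authors' tables spans chromosome 3 of TAIR10 from 957085 to 961051. It fell by 2.22 on the log2 scale in Col-0 (standard error 0.547) and fell by 1.78 in phyD (0.439). Its FPKM was 90.6 on the ground and 19.5 in flight in Col-0, and 51.9 and 24.2 in WS, in the authors' deposited tables. In the light, its log2 fold changes of 0.08, -0.53 and -0.76 did not pass the test. WRKY70, a transcription factor of salicylate defence, rose in the dark by 1.61 (standard error 0.398) in WS, 1.94 (standard error 0.479) in Col-0 and 2.12 (standard error 0.522) in phyD. Of 20 genes of methionine, S-adenosylmethionine and the salvage cycle, 2 rose and 1 fell in dark-grown WS, 1 rose and 2 fell in Col-0, and 2 rose and 2 fell in phyD. In Fisher's exact test the adjusted p for the falls was 0.10, 0.00940 and 0.0197 in the same order, and for the rises in phyD 0.0203. Falls adjusted over the list alone were 1, 2 and 3. SAHH2, which breaks down S-adenosylhomocysteine, fell in Col-0 (-1.29), MAT3, which makes S-adenosylmethionine, fell in phyD (-1.04), and MGL, which breaks methionine down, rose in WS (1.15) and phyD (1.49). In the light, 1 of the 20 rose and 1 fell in WS, 1 and 1 in Col-0, and 1 and 0 in phyD; each rise was ARD3 and each fall SAHH2.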

The single down regulated gene was associated with methionine biosynthesis, and two of the 10 upregulated genes have been associated with plant defense or cell wall metabolism.

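NRT1.5, which loads nitrate into the xylem, was lower in flight in Col-0 in the light, where it fell by 2.02 on the log2 scale (standard error 0.498), and in the dark, where it fell by 1.94 (0.478). AHP1, a phosphotransfer protein of cytokinin signalling, rose in WS by 1.86 in the light and 2.16 in the dark. RHS13, a root hair specific gene, also rose in WS in both (2.72 and 2.63), and LHT1, an amino acid transporter, rose in Col-0 in both (1.17 and 1.34). In all, 140 genes changed in at least 1 genotype in the light and in at least 1 in the dark, where 437 and 530 changed among 20896 genes tested. If the calls in the light and dark were independent, 11.1 would be shared. Within a genotype, 23 genes changed the same way in both lightings in WS, 51 in Col-0 and 15 in phyD. The light and dark comparisons share no libraries. With genes listed at 0 in a group left out, 131 genes were shared.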

Among the three genotypes, 129 genes were differentially expressed in both the light and the dark (Supporting S1 Table). However, only one gene was coordinately expressed in both the light and the dark in all three genotypes: ATARD3 (AT2G26400—Acireductone Dioxygenase 3). 

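ARD3 is the acireductone dioxygenase of the methionine salvage cycle, and its locus in the authors' tables spans chromosome 2 of TAIR10 from 11231800 to 11233440. It rose in flight by a log2 fold change of 2.86 (standard error 0.706) in light-grown WS, 4.11 (standard error 1.01) in Col-0 and 3.02 (standard error 0.744) in phyD. In the dark it rose by 1.63 (standard error 0.402), 1.39 (standard error 0.343) and 3.36 (standard error 0.828) in the same order. In light-grown Col-0 its FPKM was 5.62 on the ground and 96.9 in flight in the authors' deposited table. It was the only gene called in the same direction in all 6 flight comparisons. The authors' deposited tables give it a q of 0.0136 in light-grown WS and 0.00680 in dark-grown Col-0. A test of the difference between genotypes did not pass for any pair in the light, where the largest difference, -1.24 from Col-0 to WS, had an adjusted p of 1.00. Because ARD3 rose in each genotype with standard errors that are too large at the smallest p, the test could hardly pass. It therefore does not show that the genotypes responded alike.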

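LTP5 and LTP2 moved apart between light-grown Col-0 and phyD. LTP5, a lipid transfer protein, rose in flight by a log2 fold change of 3.22 in Col-0 and fell by 1.83 in phyD, a difference of -5.05 (standard error 0.914, adjusted p 2.42e-04). LTP2, another lipid transfer protein, rose by 2.86 in Col-0 and fell by 1.35 in phyD, and GRP9, a glycine-rich protein, fell in Col-0 (-1.22) and rose in phyD (2.24). AT3G01311 fell in WS (-5.31) and rose in phyD (3.48), a difference of -8.79 from phyD to WS (adjusted p 0.00145). PER52, a class III peroxidase, fell by 3.81 in phyD and is listed at 0 on the ground in Col-0, where it was called higher. TIP2;2, a tonoplast aquaporin, rose in the dark by 1.53 in WS and fell by 1.83 in phyD, a difference of 3.36 (standard error 0.587, adjusted p 4.65e-05). Of 20 aquaporin genes, 5 rose in dark-grown WS, 2 rose in Col-0 and 4 fell in phyD (7, 2 and 5 adjusted over the list alone, Fisher's exact test adjusted p 4.97e-05, 0.0905 and 2.45e-05), and the response of 6 differed between phyD and WS. On the ground in the dark, 3 aquaporin genes were lower in Col-0 than in phyD in the authors' deposited table, which holds part of the genes. Markers of cell types moved in the same comparisons: root hair genes rose in WS (19 of 50, median log2 fold change 3.01), and xylem genes fell in Col-0 and phyD (9 and 4 of 32). The aquaporin PIP2;4 is on both the aquaporin and the root hair list. In the light, aquaporin calls were 0 in WS and Col-0 and 1 fall in phyD, and none of the Casparian strip and suberin genes changed. Unadjusted p under 0.05 in the cuffdiff test were found for 3, 2 and 2 aquaporin and 2, 1 and 0 Casparian strip and suberin genes. In all, 12 genes changed in opposite directions between genotypes in the light and 18 in the dark.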

There were also a small number of genes that while overlapping in significant, differential expression between genotypes, rather than being coordinately expressed they were changed in the opposite direction. These genes (11 in the light and 17 in the dark) are not included among the genes represented in the Venn Diagram of Fig 5.

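Class III peroxidases, expansins and xyloglucan endotransglucosylases act on the cell wall. XTH24 rose in light-grown WS by a log2 fold change of 1.67 (standard error 0.412) and in Col-0 by 1.34 (standard error 0.331). XTH14 rose in dark-grown WS by 3.25 (standard error 0.80), from 6.18 to 58.7 FPKM in the authors' deposited table, EXPA1 rose in dark-grown Col-0 (2.27), and XTH5 (-1.85) and XTH16 (-2.27) fell in dark-grown phyD. Of these wall-loosening genes, 2 of 44 rose in light-grown WS, 4 of 45 rose and 2 fell in Col-0 and 1 of 42 fell in phyD (rises adjusted over the list alone 3, 4 and 0, Fisher's exact test for rises, adjusted p 0.0391, 0.00522 and 1). In the dark, 6 rose in WS, 5 rose in Col-0 and 6 fell in phyD (9, 7 and 6 adjusted over the list alone, adjusted p 1.45e-04, 7.35e-04 and 6.84e-07), and the flight response of 7 differed between phyD and WS. Peroxidase genes rose in the light in WS (2 of 52), Col-0 (6 of 51, such as PER49 with 2.68) and phyD (3 of 54), with adjusted p 0.0531, 6.68e-05 and 0.00522 and 5, 9 and 4 rises adjusted over the list alone. Of them 1 fell in Col-0, PER22 (-1.57), and 1 in phyD, PER52. In the dark, 9 rose in WS, 7 rose in Col-0 and 3 fell in phyD (9, 11 and 7 adjusted over the list alone, adjusted p 3.35e-07, 2.05e-05 and 0.00966). PER56 rose in WS (2.36) and Col-0 (1.36) and fell in phyD (-1.83). On the ground in the dark, 7 peroxidase and 5 wall-loosening genes were lower in Col-0 than in phyD in the authors' deposited table, which holds part of the genes. Of the arabinogalactan protein genes, 3 fell in light-grown Col-0 and 2 in phyD, both with FLA12 (-1.45 and -2.49), and 3 rose in dark-grown WS (3, 2 and 4 adjusted over the list alone, adjusted p 0.00648, 0.0345 and 0.0171). In light-grown WS 0 changed, with 5 at an unadjusted p under 0.05 in the cuffdiff test. In the dark, 1 rose and 1 fell in Col-0, and 1 fell in phyD. In dark-grown WS, markers of root hairs rose with these groups (3.66 for the expansin gene EXPA18), and in dark-grown Col-0 and phyD markers of xylem fell (-1.32 and -1.47 for CTL2). The root hair list is not separate from these groups. PER44, PER7, PER73, XTH14 and AGP3 are on it and on the peroxidase, wall-loosening or arabinogalactan list.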

Genes associated with cell wall metabolism seemed prevalent among the differentially expressed genes. In order to create a standardized evaluation of the number of genes representing cell wall associated process, the differentially expressed gene sets used in Fig 5 were cross-referenced with two cell wall databases: the Purdue University Cell Wall Related Gene Families data sets (https://cellwall.genomics.purdue.edu/families/index.html) [44] and the SUBcellular localization database for Arabidopsis proteins (SUBA3—http://suba3.plantenergy.uwa.edu.au/) [45]. Genes were considered as cell wall associated if they were identified as such in either database. For graphic visualization, the numbers of genes identified with these comparisons are indicated as black dots within each Venn section in Fig 5. In addition, each gene ID number is identified with bold text and gold highlighting in the fully annotated Supplementary S2 and S3 Tables.

### Transcriptional responses between flight and ground

The genes enumerated in the Venn diagram of Fig 5 are shown as transcriptome heat-maps in Fig 6, in order to illustrate the distribution of differential expression among the genotypes along with fold-change. Fig 6 presents two sets of transcriptome heat maps that compare the patterns of gene expression between spaceflight and the equivalent ground controls for each genotype in the Light (Fig 6A) and in the Dark (Fig 6B). The heat maps were generated with GeneE software, utilizing statistically significant (FDR<0.05) expressed genes with differential expression of at least two-fold (-1<log2<1) in at least one comparison. The genes were sorted by Atg number, and hierarchical clustering was established using Jaccard distance. Each row of the heat map within each treatment (6A and 6B, respectively) corresponds to the same gene within each genotype. Significantly down regulated genes are indicated in green and significantly upregulated are in red. Genes depicted as gray did not meet either the fold-change or FDR criteria within that genotype. The gene rows are not collinear between 6A and 6B, but each heat map is presented to the same vertical scale. In the light, there were a total of 394 genes that were significantly, differentially expressed by at least two-fold in at least one genotype, and in the dark there were 461. Both the Light and Dark heat maps are annotated with the gene ID for selected cell wall-associated genes represented in the clusters of genes unique to a single genotype. 

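Iron and nitrogen transport genes changed in light-grown Col-0. NAS1 and NAS2, which make the metal chelator nicotianamine, fell by 3.62 and fell by 2.83 on the log2 scale (standard errors 0.891 and 0.727), and AMT1;2, an ammonium transporter, fell by 3.15. Of 23 iron genes tested, 4 fell in Col-0 in the light (5 adjusted over the list alone, Fisher's exact test adjusted p 2.91e-04) and 0 in WS and phyD, where 5 and 2 had an unadjusted p under 0.05 in the cuffdiff test. The flight response of 4 of these genes differed between Col-0 and WS. On the ground in the light, 3 iron genes were already higher in Col-0 than in WS and 0 lower (5 and 1 adjusted over the list alone), and 3 were higher than in phyD in a table that holds part of the genes. In flight 3 were lower in Col-0 than in WS. In the dark, FRD3, a citrate transporter, fell in Col-0 (-1.59), and 0 of 23 changed in WS and phyD, with 3 each at an unadjusted p under 0.05. Of 28 nitrogen genes, 4 rose and 5 fell in light-grown Col-0 (4 and 5 adjusted over the list alone, adjusted p 9.54e-04 and 3.36e-05). In WS 1 rose and 2 fell (2 and 3 adjusted over the list alone, adjusted p for the falls 0.00712), and in phyD 1 fell, the BTB-TAZ protein gene BT1 (-2.36). In the dark, 4 fell in Col-0 (adjusted p 1.81e-05, 4 adjusted over the list alone) and 2 rose, in WS 2 rose, among them the glutamine synthetase gene GLN1;2 (1.34), and in phyD 0 changed, with 7 at an unadjusted p under 0.05. With at least 1 genotype changed, there were 437 genes in the light and 530 in the dark, and 394 and 461 with genes listed at 0 in a group left out.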

The fully annotated heat maps can be found in Supporting S2 Table (FLT vs GC–Light) and Supporting S3 Table (FLT vs GC–Dark). In the Supporting tables, gene entries that have been associated with the cell wall (criteria described above) are indicated in bold text, and the gene ID number has been highlighted in gold.

**Fig 6:**
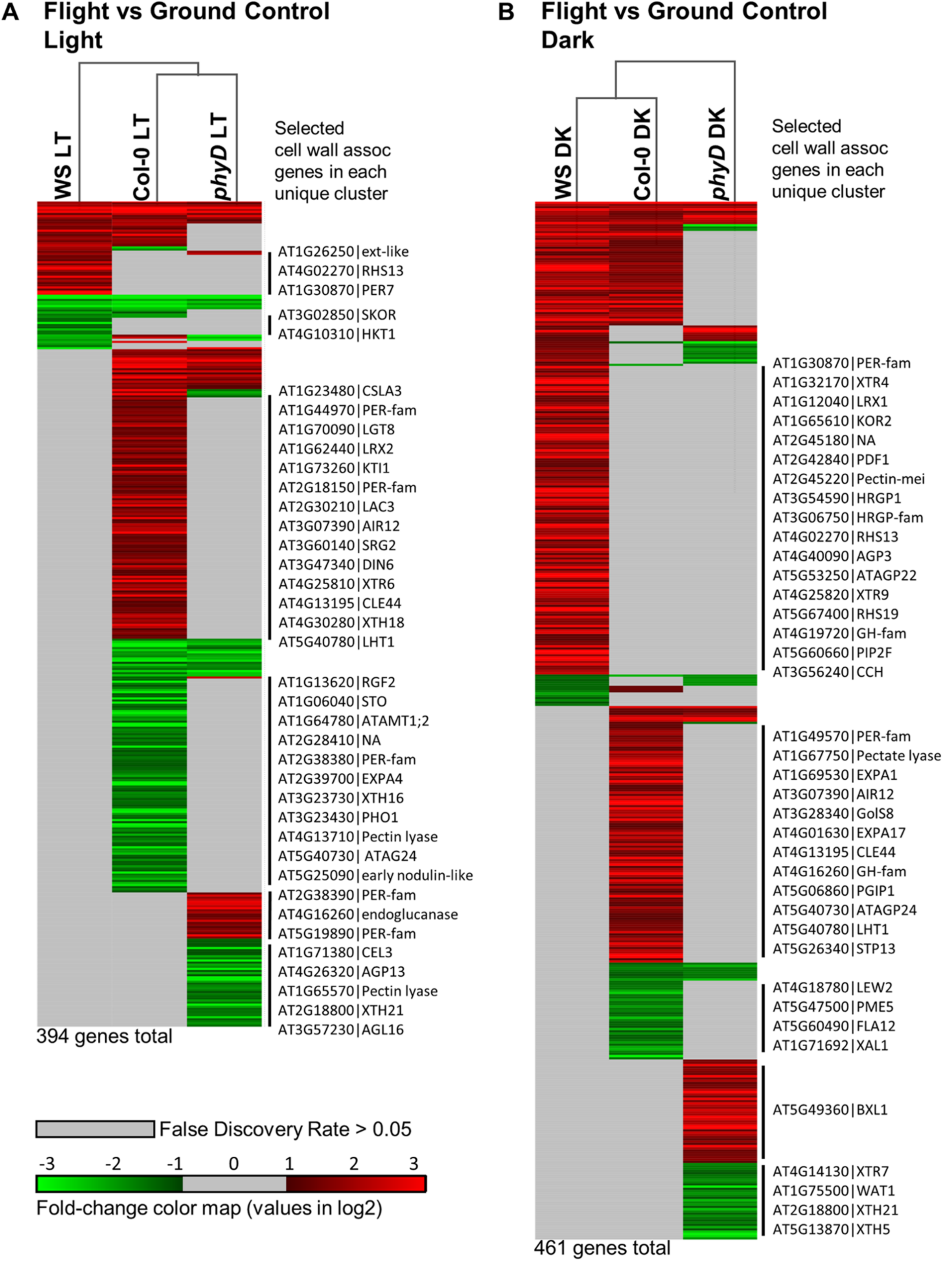
Arabidopsis root tip transcriptome heat maps showing differential expression between environments: Spaceflight compared to ground controls. The spaceflight to ground control heat maps in either the light (A) or the dark (B) are presented to the same scale. Red indicates upregulated and green indicates down regulated. Any gene indicated with a color is statistically significant (FDR<0.05) and expressed to a level of at least 2-fold (-1 <log2> 1). The color scale ranges from -3 log2 (down 8-fold) to +3 log2 (up 8-fold). Genes with a differential expression value greater than 8-fold are presented in the same hue as for an 8-fold change. Heat maps are annotated with selected cell wall associated genes that are unique to each genotype. The total number of genes represented in the heat maps are indicated below each map. The fully annotated heat maps are provided in Supporting S2 Table.

In the light, the physiological adaptation of cultivar WS to the spaceflight environment required the fewest number of changes in gene expression, while cultivar Col-0 required about five times as many changes in gene expression. 

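GLN1;2, a cytosolic glutamine synthetase, rose in flight in light-grown WS by a log2 fold change of 1.74 (standard error 0.430) and fell by 1.75 in Col-0 (standard error 0.433). The difference between Col-0 and WS (standard error 0.610) had an adjusted p of 8.63e-05. PFA-DSP1, a phosphatase, rose by 1.93 in WS and fell by 2.61 in Col-0, and CSD1, a copper/zinc superoxide dismutase, fell in Col-0 (-1.03) with 1.12 in WS, where it did not pass the test (difference 2.15, adjusted p 0.00143). Of 18439 genes compared, the flight response of 61 differed between Col-0 and WS in the light, 37 more positive in WS and 24 more positive in Col-0. With the standard error taken from the authors' test statistic 3 genes differed, and 163 with that statistic multiplied by the square root of 3, a setting chosen after seeing the data.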

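PHYD is the gene that the mutant lacks, and its locus in the authors' tables spans chromosome 4 of TAIR10 from 9195280 to 9199611. In the light in flight its FPKM was 0.552 in phyD and 5.38 in Col-0 in the authors' deposited table, a log2 fold change of 3.28 with a q of 0.00710. It was also lower in phyD in the dark in flight (3.24, q 0.587), in the light on the ground (2.15, q 0.384) and in the dark on the ground (5.06, q 0.622) in the authors' deposited tables, where it did not pass the test. The paper's introduction states that WS lacks PhyD transcription. In the light in flight, the FPKM of PHYD was 1.70 in WS and 5.22 in Col-0 in the authors' deposited table (cuffdiff q 0.0304). In the light on the ground it was 2.63 and 2.92, which did not pass the test. Of the listed transcripts that rise within minutes of touch, wounding or cold, 4 were called in opposite directions in Col-0 and phyD in flight in the light. CAF1A, a subunit of the deadenylase that shortens mRNA tails, rose by 2.39 in Col-0 and fell by 2.28 in phyD, a difference of -4.68 (standard error 0.816, adjusted p 1.86e-04). ORA47, a stress-responsive AP2/ERF factor, rose by 1.43 in Col-0 and fell by 4.47 in phyD, from 99.8 to 4.51 FPKM in the authors' deposited table, and ZAT12, a zinc finger factor, rose by 1.26 in Col-0 and fell by 1.21 in phyD. TCH3 rose in phyD too (1.66). Of the list, 6 of 30 rose in Col-0, 10 of 31 fell and 1 rose in phyD, and 2 of 29 fell in WS (8 rises in Col-0, 12 falls in phyD and 5 falls in WS adjusted over the list alone, Fisher's exact test adjusted p 4.74e-06, 1.03e-14 and 0.00748). The response of 9 of 29 listed genes differed between Col-0 and phyD, and of 13 when adjusted over the list alone. Between Col-0 and WS 5 of 29 differed (11 over the list alone) and between phyD and WS 0 of 29. Over all 18917 genes compared between Col-0 and phyD, the response of 45 differed, 11 more positive in phyD and 34 more positive in Col-0. The number was 4 with the standard error from the authors' test statistic and 106 with that statistic multiplied by the square root of 3. On the ground in the light, CAF1A, ORA47 and ZAT12 were lower in Col-0 than in phyD, with log2 values of -3.07, -2.23 and -2.07 in the authors' deposited table.

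**Figure D3:**
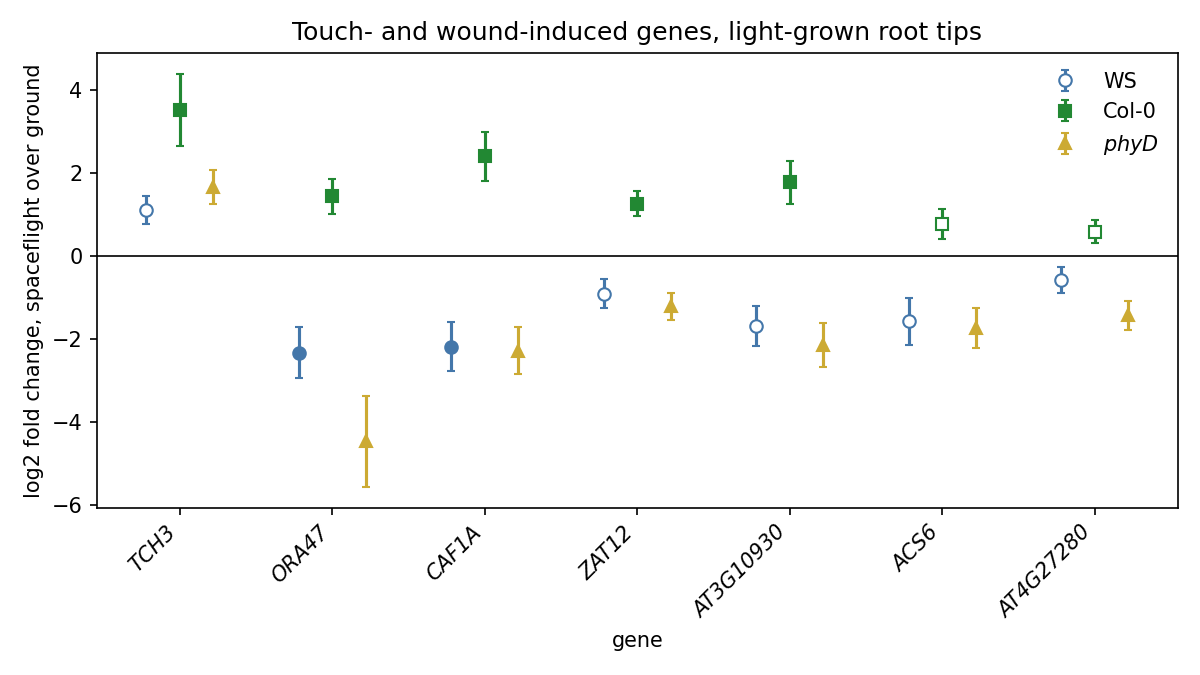
Log2 fold change in flight (vertical axis) of 7 genes of rapid stress responses in light-grown WS, Col-0 and phyD; error bars are the standard error computed from the authors' p, filled points are genes called changed and open points genes that did not pass the test. ORA47 runs from -4.47 in phyD to 1.43 in Col-0. For genes at the smallest p the error bar is a fixed share of the fold change and an upper bound.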

The mutation of the PhyD gene in Col-0 resulted in an almost 3-fold reduction in the number of differentially expressed genes in response to spaceflight. As presented in the Venn Diagrams of Fig 5, there were very few genes that were coordinately expressed among all three genotypes, and differentially expressed genes held in common between even two genotypes were also scarce.

The differentially expressed genes unique to each genotype were more abundant than those differentially expressed genes that were shared with another genotype. 

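WRKY22, a defence transcription factor, changed in flight in light-grown Col-0 (1.46) and in neither phyD (-0.36) nor WS (0.74). COR27, a cold-regulated gene of the clock, did the same (2.15, 0.83 and 1.62). In the light, 38 genes changed in WS alone, 231 in Col-0 alone and 80 in phyD alone; 16 were shared by WS and Col-0, 38 by Col-0 and phyD, 3 by WS and phyD and 19 by all 3. In the dark, 159, 162 and 108 changed in a single genotype, 45, 16 and 11 were shared by a pair and 11 by all 3. A gene past the threshold in 1 genotype need not differ between genotypes, and one that does not pass the test of a difference need not respond alike, since the standard errors of genes at the smallest p are too large. Of the 28 genes of WS alone in the light that could be compared with both other genotypes, the flight response of 3 differed from at least 1 of them, as did 12 of 63 for phyD; in the dark 44 of 141 did for WS, 30 of 140 for Col-0 and 32 of 79 for phyD. Shared calls were more frequent than independent calls give, a number that does not allow for genes easier to call in every comparison. In the light, 30 genes rose in both Col-0 and phyD (0.511 if independent) and 27 fell (0.568). Over genes with an FPKM of at least 5, Spearman correlations of the flight fold changes were low. In the light they were 0.29 for Col-0 and phyD, -0.08 for Col-0 and WS and 0.11 for phyD and WS. In the dark they were -0.07, 0.20 and 0.17 in that order. Pearson correlations ran from 0.12 to 0.40.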

In the light, the upregulated differentially expressed genes unique to WS were largely associated with the cell wall, and processes in root hairs, including pathogen responses and development. 

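Root hair genes rose in light-grown WS. AT1G26250, a proline-rich extensin-like gene, rose in flight by a log2 fold change of 2.49 (standard error 0.614), and PER7, a class III peroxidase, by 2.43 (standard error 0.598), from 8.33 to 44.8 FPKM in the authors' deposited table. AT5G06630/EXT10, a locus of root hair extensins, rose too. LBD41, a factor induced by low oxygen, was also among the genes that rose in WS alone (1.45). Of the 26 such genes, 4 are root hair genes. Of 47 root hair genes tested in WS, 4 rose and 0 fell (10 rises adjusted over the list alone, Fisher's exact test adjusted p 1.10e-04), with a median log2 fold change of 1.83. In Col-0 1 of the list rose, LRX2, a leucine-rich repeat extensin (1.92), and in phyD 0, with 2 at an unadjusted p under 0.05 in the cuffdiff test. The difference in response between Col-0 and WS passed for 2 root hair genes of 43 and for 5 adjusted over the list alone. On the ground in the light, 5 of 45 root hair genes were already higher in Col-0 than in WS and 0 lower (8 and 1 adjusted over the list alone, median log2 value 1.08), and in flight 0 were higher and 2 lower. For RHS13 the difference in response was 3.15 (adjusted p 0.0104).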

The unique downregulated genes largely encoded transporters, along with several associated with plant defense, abiotic stress and cytokinin signaling. 

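Transporters were among the 12 genes that fell in flight in light-grown WS alone. SKOR, the outward potassium channel that loads the xylem, fell by 2.34 on the log2 scale (standard error 0.576), and HKT1, a sodium transporter, fell by 1.92 (0.472), from 14.0 to 3.72 FPKM in the authors' deposited table. AAP2, an amino acid permease, fell by 1.40 (0.345). ST4B, a sulfotransferase, had the largest fall among them with a finite value (-3.59). In Col-0, SKOR (-0.24), HKT1 (-0.21) and AAP2 (-0.47) did not pass the test. The difference between Col-0 and WS had an adjusted p of 0.144 for SKOR, 0.456 for HKT1 and 0.433 for AAP2. These values do not show like responses, since the standard errors of these genes in WS, at the smallest p, are too large. The authors' deposited table gives a q of 0.0136 for SKOR in WS.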

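JRG21, NAC055 and GSTF6 were called in light-grown Col-0 and in neither other genotype. JRG21, an oxidase that inactivates jasmonate, rose in flight by a log2 fold change of 3.58 (standard error 0.989), NAC055, a stress-responsive NAC factor, by 2.16 (standard error 0.612), and GSTF6, a glutathione S-transferase, by 2.38, from 4.1 to 21.3 FPKM in the authors' deposited table. PHO1, which loads phosphate into the xylem, fell by 1.59 on the log2 scale and GPX2, a glutathione peroxidase, fell by 1.34. Of the 231 genes of Col-0 alone, 118 rose and 113 fell. They hold 8 oxidative stress genes, 4 higher and 4 lower, 7 defence, 6 nitrogen, 5 peroxidase, 5 photosynthesis, 4 iron, 4 jasmonate, 4 wall-loosening and 3 abscisic acid genes. NPR3, a salicylate receptor (1.60), is among the defence genes. Of 18 jasmonate genes tested in Col-0, 4 rose (4 adjusted over the list alone, Fisher's exact test adjusted p 1.78e-04), with JAZ1, a repressor of the jasmonate response, at 1.32. In light-grown WS and phyD 0 of them changed, and 1 and 4 had an unadjusted p under 0.05 in the cuffdiff test. For JAZ1 the difference from Col-0 to phyD was -2.11 (adjusted p 0.00104).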

The over 200 uniquely expressed genes of Col-0 represented a wide range of diverse functions; defense, oxidative stress, cell wall metabolism, biotic and abiotic stress, and hormone signaling, and were well represented in both up and down regulated genes. The uniquely expressed genes of the Col-0 *phyD* mutant also encoded a similar diversity of gene categories, however *phyD* did not express the same representative genes from these categories, and there were fewer representatives of genes associated with stress responses in *phyD*. 

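In light-grown phyD alone, RD26, a NAC factor of the abscisic acid response, rose in flight by a log2 fold change of 1.74 (standard error 0.428), while PYL6, an abscisic acid receptor, fell by 1.83 (0.451) and TMAC2, a negative regulator of that response, fell by 1.97 (0.487). ACS6, an enzyme of ethylene synthesis induced by stress, fell by 1.73, from 11.7 to 3.54 FPKM in the authors' deposited table, and GSTF4, a glutathione S-transferase, also fell. Of the 80 genes of phyD alone, 6 belong to the rapid stress list, all lower in flight, 3 to the abscisic acid list, 2 to the peroxidases, and 1 each to the defence and oxidative stress lists. IAA28, a repressor of the auxin response, fell by 1.15. For ACS6, which was 0.76 in Col-0 without passing the test, the difference from Col-0 to phyD was -2.49 (standard error 0.605, adjusted p 0.0239).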

All three genotypes uniquely expressed about the same proportion of genes associated with the cell wall, with values ranging between 14% and 17%.

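The peroxidase, wall-loosening, arabinogalactan, root hair and xylem lists together held 4 of the 38 genes that changed in flight in light-grown WS alone (10.5%), 13 of 231 in Col-0 (5.63%) and 5 of 80 in phyD (6.25%). Not all members of these lists act in the cell wall, and the lists are not the databases that the paper names. In Col-0 they include PER15, a class III peroxidase (2.33), EXPA4, an expansin, which fell from 81.7 to 38.1 FPKM in the authors' deposited table, and XTH23 (1.15). In phyD they include PER23 (2.22) and AGP13, an arabinogalactan protein, which fell by 1.12. Of the xylem genes in the light, 1 rose and 1 fell in Col-0 and 2 fell in phyD, where the lignin pathway gene PAL4 fell by 1.59 (3 falls in phyD adjusted over the list alone, Fisher's exact test adjusted p 0.0568). In WS 0 of 31 changed, with 3 at an unadjusted p under 0.05 in the cuffdiff test.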

In the dark, WS and Col-0 exhibited about the same total number of differentially expressed genes for the physiological adaptation to spaceflight. 

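In the dark, 59 genes changed the same way in flight in WS and Col-0, 57 higher (2.16 if the calls were independent) and 2 lower (0.0395). PER57, a class III peroxidase, rose by a log2 fold change of 2.89 (standard error 0.713) in WS and 1.53 (standard error 0.377) in Col-0, XTH18 by 2.03 and 1.36, and TIP1;2, a tonoplast aquaporin, by 1.85 and 1.32. The 59 genes are 24.3% of the 243 changed in WS and 14.0% of the 422 changed in WS or Col-0. Peroxidases, wall-loosening enzymes and rapid stress genes occur both among the 59 and among the genes of a single genotype. In Col-0 alone, MKK9, a kinase of stress signalling, rose (1.29), and in WS alone TCH3 (1.79). Of the rapid stress genes, 5 of 28 rose in WS and 13 of 29 in Col-0 (7 and 14 adjusted over the list alone, Fisher's exact test adjusted p 2.16e-04 and 7.29e-17). In phyD 0 changed, with 2 at an unadjusted p under 0.05 in the cuffdiff test. The response of 0 of 27 rapid stress genes differed between Col-0 and WS (6 adjusted over the list alone) and of 3 of 26 between Col-0 and phyD (13 over the list alone). Rapid stress genes that did not pass need not respond alike, since the standard errors at the smallest p are too large. BT1 rose in WS and fell in Col-0 (-2.03), a difference of 3.32 (standard error 0.619, adjusted p 2.48e-04). The flight response of 52 of 18146 genes differed between Col-0 and WS in the dark, 1 with the standard error from the authors' test statistic and 102 with that statistic multiplied by the square root of 3.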

About 20% were coordinately expressed in both cultivars, but the types of genes that are coordinately expressed do not appear to represent a substantially different category of genes than those which are uniquely expressed in each genotype. 

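EXPA11, an expansin, rose in flight in dark-grown Col-0 by a log2 fold change of 1.18 (standard error 0.290) and fell by 1.34 in phyD (0.331), a difference of -2.52 from Col-0 to phyD (standard error 0.440, adjusted p 9.81e-05). NIC3 rose in Col-0 by 1.96 with -1.35 in phyD, where it did not pass the test (adjusted p of the difference 0.00121). RALF1, a peptide that alkalinises the apoplast, rose in Col-0 (1.15) with -1.04 in phyD. OSM34 rose in both, by 2.75 in Col-0 and 3.08 in phyD. Of the 160 genes changed in phyD, 28 changed the same way in Col-0 (17.5%), 18 higher (0.697 if the calls were independent) and 10 lower (0.177); 22 changed the same way in WS. The flight response of 94 of 18684 genes differed between Col-0 and phyD, 76 of them more positive in Col-0 (1 with the standard error from the authors' test statistic and 213 with that statistic multiplied by the square root of 3). Between phyD and WS, 138 of 18130 genes differed, 126 of them more positive in WS (14 and 291 under the same alternatives).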

In the dark, *phyD* exhibited the smallest number of differentially expressed genes among the three genotypes, and only about 15% were also differentially expressed in Col-0. 

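Among hormone genes, AIR12, an auxin-induced gene, rose in flight in dark-grown Col-0 by a log2 fold change of 1.23 (standard error 0.335), and PBP1, a calcium-binding partner of the PINOID kinase in auxin transport, by 2.55 (standard error 0.629). LZY3, which directs gravitropic growth, rose in dark-grown phyD (1.39). In light-grown Col-0, PIN2, the auxin efflux carrier of root gravitropism, rose by 1.16 (standard error 0.287). Of the auxin transport and gravity genes, 1 of 20 changed in dark-grown Col-0, 1 in phyD and 0 in WS, against 1, 1 and 0 in the light (adjusted over the list alone, 1 rose in dark-grown Col-0 and 1 in light-grown Col-0, 1 rose and 1 fell in dark-grown phyD, and 1 fell in light-grown phyD). In WS 3 had an unadjusted p under 0.05 in the cuffdiff test in the dark and 1 in the light. Of the auxin response genes 1 of 27 rose in dark-grown Col-0 and 0 changed in WS and phyD, where 5 and 4 had an unadjusted p under 0.05. In the light 1 rose in Col-0, 1 fell in phyD and 0 changed in WS, where 4 had an unadjusted p under 0.05. Adjusted over the list alone, 3 auxin response genes rose in dark-grown Col-0 and 1 each in light-grown Col-0 and WS, and 1 fell in light-grown phyD. Neither list passed Fisher's exact test. Abscisic acid genes changed in the light, 5 of 25 higher in Col-0, and 3 higher and 2 lower in phyD (6, 5 and 2 adjusted over the list alone, adjusted p 3.36e-05, 6.57e-04 and 0.0368). ABI1, a phosphatase that holds the response back, rose in both (1.25 and 1.32), and NCED3, a key enzyme of abscisic acid synthesis, in Col-0 (1.41). In the dark 0 abscisic acid genes changed, with 2, 5 and 3 at an unadjusted p under 0.05 in WS, Col-0 and phyD. Gibberellin genes gave 0 calls in all 6 comparisons, with 1, 1 and 3 at an unadjusted p under 0.05 in the dark. Jasmonate genes rose in dark-grown Col-0 (3 of 17, 5 adjusted over the list alone, adjusted p 0.00522), such as ST2A, a sulfotransferase acting on hydroxyjasmonate. Ethylene genes rose in dark-grown Col-0 (3 of 17, 3 adjusted over the list alone, adjusted p 0.00522), among them the ethylene-forming oxidase gene ACO5 (1.34). Of that list 1 rose in dark-grown WS and 1 fell in phyD, and in the light 1 rose in Col-0 and 1 fell in phyD. Cytokinin genes rose in dark-grown phyD (2, ARR4 with 1.36 and ARR5 with 1.96, both response regulators, 2 adjusted over the list alone, adjusted p 0.0127), and 1 rose in dark-grown WS and Col-0 and 1 in light-grown WS, AHP1 in each. ARR5 fell in light-grown Col-0 (-1.27).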

In the dark, although many genes were again associated with defense, oxidative stress, and cell wall metabolism, there were also more genes associated with hormone metabolism (auxin, ABA and GA), and gravitropism than were seen in the light. 

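In dark-grown plants, the peroxidase, wall-loosening, arabinogalactan, root hair and xylem lists together, whose members do not all act in the cell wall, held 23 of the 159 genes that changed in flight in WS alone (14.5%), 11 of 162 in Col-0 (6.79%) and 8 of 108 in phyD (7.41%). In WS all 23 were higher, and 17 of them are root hair genes, such as PER73 (2.63). In phyD all 8 were lower, among them PER37 (-1.76), CCOAOMT1, an enzyme of lignin synthesis (-1.13), and XTH15 (-1.49). In Col-0 5 were higher, such as EXPA17 (2.04), and 6 were lower, all of them xylem genes. CESA8, a cellulose synthase of the secondary wall, fell by 1.77 on the log2 scale in Col-0 (standard error 0.436), from 20.7 to 6.08 FPKM in the authors' deposited table, and LAC4, a laccase of lignification, fell by 1.44. 4CL1, of phenylpropanoid synthesis, fell in Col-0 and phyD. Of the xylem genes tested, 9 of 32 fell in Col-0, 4 in phyD and 0 in WS, where MYB63, a regulator of lignin genes, rose. Adjusted over the list alone 13 fell in Col-0 and 12 in phyD (Fisher's exact test, adjusted p 8.16e-15 and 1.15e-04), with median log2 fold changes of -1.12 and -1.15. The flight response of 4 of the 32 differed between Col-0 and WS and of 5 between phyD and WS, all more positive in WS. Adjusted over the list alone the numbers were 9 and 8. Between Col-0 and phyD 0 differed.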

Again, all three genotypes uniquely expressed about the same proportion of genes associated with the cell wall, with values ranging between 14% and 16%.

The transcriptomic differences exhibited by the different genotypes in response to spaceflight are underscored by the transcriptome differences between the genotypes in any given environment. Fig 7 shows the extent of how the transcriptomic responses of each genotype varied from each other when grown on the ground or in spaceflight. Pair-wise comparisons are shown between Col-0 and *phyD*, Col-0 and WS, and then *phyD* and WS; each within the four different environments: lighted environment on the ground, lighted environment in spaceflight, dark environment on the ground, and dark environment in spaceflight. 

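GSTU8, a glutathione S-transferase, was higher in Col-0 than in WS in all 4 environments, by a log2 fold change of 5.51 in the light on the ground and 7.34 in flight. AT3G24255 was lower in Col-0 in all 4, with -7.08 in the light on the ground and -7.34 in the dark in flight. In the authors' deposited tables COR413-PM1 was higher in Col-0 than in phyD in the dark in flight (3.07) and ELP was too (3.28), while on the ground in the dark ELP was lower in Col-0 (-1.28). CEP2 was higher in Col-0 than in phyD in the light in flight in the authors' deposited table (2.57), and the cytochrome P450 gene CYP706A2 was lower (-3.33). Between Col-0 and WS, 329 genes differed in the light on the ground (199 higher in Col-0 and 130 lower), 723 in the light in flight (380 and 343), 558 in the dark on the ground (377 and 181) and 510 in the dark in flight (377 and 133). Between Col-0 and phyD the numbers were 85 (18 and 67), 160 (53 and 107), 115 (25 and 90) and 43 (29 and 14) in that order, at the q of the authors' deposited tables. The tables used for Col-0 and phyD hold part of the 33999 loci, so no list was tested on them, and phyD and WS were not analysed here. With genes listed at 0 left out, 214 differed between Col-0 and WS in the light on the ground, and 572 in flight. A q under 0.01 was reached by 0 genes between Col-0 and phyD on the ground in the light, 0 on the ground in the dark, 90 in the light in flight and 0 in the dark in flight; numbers at an unadjusted p are not given for these tables, which hold part of the genes. Without the fold minimum, 278 differed between Col-0 and phyD and 1282 between Col-0 and WS in the light in flight.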

In the light, there are fewer differences among genotypes in the ground controls than in spaceflight, whereas in the dark, there are more differences among genotypes on the ground than in spaceflight. The fully annotated heat maps can be found in Supporting S4, S5, S6, S7 and S8 Tables.

**Fig 7:**
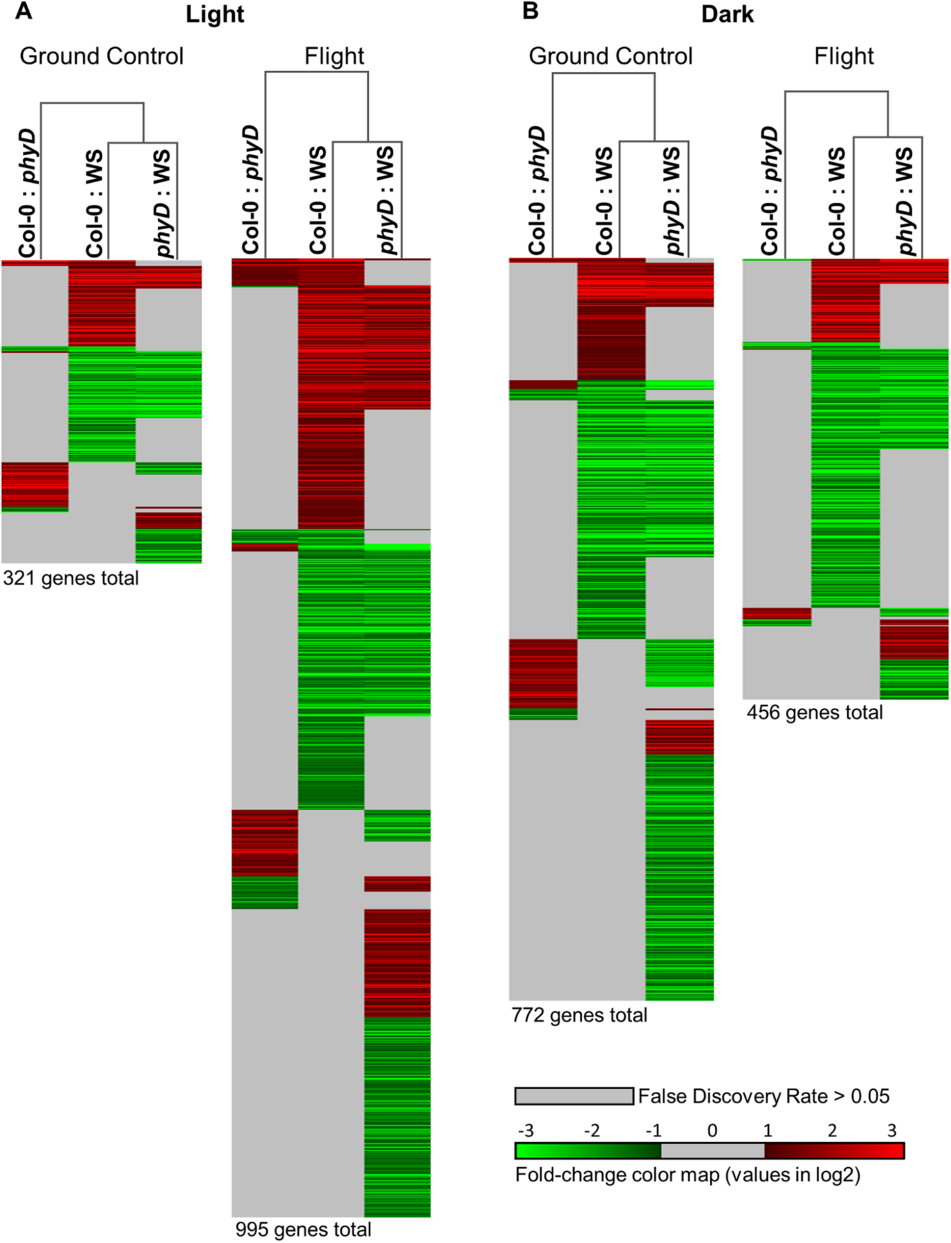
Arabidopsis root tip transcriptome heat maps showing differential expression between genotypes within each environment: Col-0 to WS, Col-0 to *PhyD*; then *PhyD* to WS. Each heat map is presented to the same scale. Red indicates upregulated and green indicates down regulated. Any gene indicated with a color is statistically significant (p<0.01) and expressed to a level of at least 2-fold (-1 <log2> 1). The color scale ranges from -3 log2 (down 8-fold) to +3 log2 (up 8-fold). Genes with a differential expression value greater than 8-fold are presented in the same hue as for an 8-fold change. The total number of genes represented in the heat maps are indicated below each map. The fully annotated heat maps are provided in Supporting S4, S5, S6, S7 and S8 Tables.

## Discussion

Plants in spaceflight differentially express genes compared to their ground controls, suggesting that physiological adaptation is taking place in plants on orbit. There have now been a number of transcriptomic and proteomic comparisons of Arabidopsis and other plants grown in spaceflight environments [19, 23, 38, 46–57] and the topic of plant growth in space has been recently reviewed [58–63]. In addition, there is more to growing in an orbital environment than the simple removal of gravity. Transcriptome comparisons of plants growing in artificial gravity environments generated by a centrifuge on the ISS illustrates that simply returning some form of gravity to the spaceflight environment does not completely ameliorate the transcriptional and proteomic response [51, 64, 65]. The general consensus from these studies is that while there is no single set of genes that are representative hallmarks of growth in the spaceflight environment, most plants do appear to differentially express genes associated with several consistent categories of genes. Genes associated with cell wall remodeling, cell polarity, and ROS signaling predominate, but the exact same genes are not utilized among all plants, plant organs, and experiments. Indeed there is no obvious consensus of what a canonical spaceflight response might be in plants or among plant cells, except perhaps for these categories of genes rather than specific genes.

Although root growth patterns were distinct between spaceflight and ground control plants, all three genotypes were developmentally comparable to the ground control plants. (Figs 2 and 3) and all three genotypes were equally productive in terms of root length in spaceflight. However, the molecular means to effect the physiological adaptation necessary to achieve comparable growth in the spaceflight environment was highly dependent on the genotype. Each genotype used almost completely different sets of genes to physiologically adapt their metabolism to the lighted environment of the ISS, and the number of differentially expressed genes was dramatically different among the genotypes. While Col-0 differentially expressed 297 genes to accomplish its physiological adaptation, WS accomplished adaptation with only 71 differentially expressed genes. Plants of the phyD mutant of Col-0 differentially expressed 127 genes. If differential gene expression is a measure of the degree or cost of the physiological adaptive response, then WS would be considered more highly spaceflight adapted than Col-0 and the *phyD* mutation would be considered a spaceflight adaptive mutation in Col-0 background. In other words, much of the Col-0 spaceflight response can be eliminated with a simple mutation in PhyD, without apparently compromising plant health or development or adding stress responses at the gene expression level. Indeed, the *phyD* plants did not appear to be at any disadvantage with respect to root navigation on orbit, where light is the primary tropic cue, nor did the *phyD* spaceflight transcriptome suggest a disruption of light-mediated signaling. Rather, relieving Col-0 of the gene encoding PhyD appeared to lighten the demands on the processes engaged to physiologically adapt to spaceflight. The converting the genome to WS further lightened the adaptive demands at the transcriptome level.

The data in Fig 5 further suggest that much of the differential gene expression exhibited by all three genotypes in the light of the ISS is non adaptive, or at least dispensable. For example, out of the 297 differentially expressed genes in Col-0, 217 of them appear dispensable, as neither *phyD* nor WS shared those differential gene expressions. Moreover, these three genotypes shared only 18 genes with similar differential gene expression patterns. This suggests the possibility that most of the gene expression responses in these genotypes, in these cells, were not fundamentally required for physiological adaptation of Arabidopsis to spaceflight.

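DIN2, BBX24 and ETR2 were called in light-grown Col-0 alone. DIN2, a glucosidase induced by darkness, rose in flight in Col-0 by a log2 fold change of 1.87 (standard error 0.461) and was 0.89 in phyD (standard error 0.320) and -0.15 in WS (0.841). BBX24, a B-box factor of light signalling, fell by 2.41 in Col-0, with -1.69 in phyD and -1.48 in WS, and ETR2, an ethylene receptor, rose in Col-0 (2.75) with 1.26 and 2.71. Of the 231 genes, 213 could be compared with both other genotypes. The flight response of 38 differed from at least 1 of them and of 4 from both, at an adjusted p under 0.05. It differed from phyD for 16 and from WS for 26. Because the p of cuffdiff has a smallest value, the standard errors of called genes are too large for most differences between responses of the same sign to pass, so these low counts do not show that the responses are alike. In phyD 169 of 215 had the same sign as in Col-0 (78.6%), and in WS 136 of 213 (63.9%). In both at once 112 of 213 did (52.6%). The median size of their log2 fold change was 1.44 in Col-0, and in the direction of Col-0 it was 0.48 in phyD and 0.26 in WS. The genes were chosen for passing in Col-0 and failing in the others, which by itself makes the value of Col-0 the largest. From the Col-0 genes that neither phyD nor WS shared, the paper proposes that much of the differential expression seen in the light is dispensable for growth in spaceflight. It reasons that, if the number of differentially expressed genes measures the cost of adaptation, WS and the phyD mutant would be the better adapted genotypes.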

The 18 coordinately expressed genes shared amongst the genotypes may well present two categories of adaptive metabolism that are universally important to growing in a spaceflight environment (Fig 5). The seven down-regulated genes in this set have all been associated with light signal transduction, whereas most of the eleven up-regulated genes have been associated with plant defense responses. These genes represent two strong trends seen throughout these data as well as other published transcriptomic responses of plants in spaceflight: modified light signal transduction and modified cell wall metabolism. 

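Oxidative stress genes changed in both directions. In light-grown Col-0, GSTF7, a glutathione S-transferase, rose in flight by a log2 fold change of 1.95 (standard error 0.482) and BCS1, a mitochondrial stress protein, by 1.57, while OXS3, an oxidative stress factor, fell by 1.12 on the log2 scale and in dark-grown phyD rose by 1.56. Of the oxidative stress genes, 4 of 43 rose and 4 fell in light-grown Col-0 (4 and 4 adjusted over the list alone, Fisher's exact test adjusted p 0.00467 and 0.00303). In the light, 1 fell in phyD and 0 changed in WS, with 9 at an unadjusted p under 0.05 in the cuffdiff test. In the dark, 2 rose and 1 fell in WS, 2 rose and 1 fell in Col-0, and 3 rose and 2 fell in phyD (adjusted p for the rises 0.338, 0.291 and 0.00649; rises adjusted over the list alone 3, 7 and 4). Among genes of general stress, 1 heat shock gene changed in the 6 comparisons, HSFB1, a heat shock factor, in dark-grown WS (1.14). In light-grown Col-0, 3 of 26 genes induced by darkness or sugar starvation rose and 1 fell (4 rises adjusted over the list alone, adjusted p 0.0103), such as the asparagine synthetase gene ASN1. Of that list 1 rose in phyD and 0 changed in WS, with 4 at an unadjusted p under 0.05. Defence genes rose in dark-grown Col-0 (9 of 28; adjusted p 3.01e-10) and phyD (3; adjusted p 0.00225), with 1 in WS (11, 4 and 1 adjusted over the list alone). Of 33 cell cycle and meristem genes, 1 fell in light-grown Col-0, the root growth factor gene RGF2 (-1.54), and 1 in dark-grown Col-0, the locus of the mitotic activators CDC20.2 and CDC20.1. Of 8 phosphate genes, 1 fell in light-grown Col-0 and 1 rose in dark-grown Col-0, the phosphate transporter gene PHT1;4 (1.89).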

Overall, the transcriptome responses for all three genotypes were enriched in these two categories, as well as for oxidative stress, genes associated with auxin, ABA and GA signaling, and general abiotic stress. The prevalence of representatives from these categories among the highly differentially expressed genes in all three genotypes could suggest that the adaptive process was generally the same for all three genotypes. However, the difference in the total numbers of differentially expressed genes among the genotypes could suggest that some genotypes expended far less effort to achieve a comparable adaptive metabolism.

Plants germinated and then grown in the dark on the ISS present a similar conclusion, although with different genes and differing numbers of gene expression changes. The *phyD* mutant differentially expressed fewer genes than Col-0, and only 11 genes were similarly differentially expressed among Col-0, *phyD* and WS. As was also seen in the light-grown plants, most of the differentially expressed genes of any particular genotype grown in the dark can be eliminated without affecting the ability to grow on the ISS.

It is important to note that the 18 genes shared among the differentially expressed genes of all three genotypes in the light of the ISS are almost completely distinct from the 11 shared differentially expressed genes of the dark grown ISS plants; only one gene, ATARD3, is common to both sets (Fig 5). ATARD3 has not been well characterized in the literature, but the gene has been loosely associated with pathogen response [66, 67] and cell wall metabolism [68]. Thus, in this experiment with three genotypes and two different ISS environments, there is only one universally differentially expressed gene in the root tips of spaceflight plants, and this gene is not represented in previously identified spaceflight transcriptomes. Therefore these data appear inconsistent with the concept that there is a basic required adaptive response to spaceflight that would be common among all plant cells and in under all conditions.

## Conclusions

The primary conclusion of this work is that much of the plant response to spaceflight is potentially non-adaptive in that at least most of the gene expression responses could be genetically eliminated without overtly compromising growth in space. This suggests that responses to truly novel environments may include responses from signals that are inappropriately activated or misinterpreted, and further suggests that these inappropriate responses can be genetically eliminated without adverse consequences. For spaceflight in particular, these data suggest that genetic manipulation can produce varieties that are better adapted to growth in spaceflight through elimination of unnecessary responses.

A secondary conclusion of this work is that there is no fundamental spaceflight response that characterizes plant physiological adaptation to spaceflight. Rather, the adaptive response is dependent upon the genotype of the plant and the specific environment within which it grows. The response also appears highly organ specific, as roots and leaves share few spaceflight differential genes in common [38, 47]. And yet, it remains possible and even likely that classes of differentially expressed genes will continue to be shared amongst cell types, genotypes and environments in space. However there is no overt indication that specific genes will be differentially expressed in all spaceflight plants.

These conclusions lie in sharp contrast to evolutionarily defined and well characterized terrestrial stress responses. Heat shock, cold shock, salt, pathogen attack and other stresses show commonality of differential expression across cell types and local environments. HSPs are HSPs in all plant cells. Since no such commonality exists in spaceflight responses, it appears that at least large portions of the spaceflight responses in plants are not necessary, and therefore can be eliminated without negative impact on plant life in spaceflight and opening the possibility of selecting plant genotypes optimized for spaceflight growth.

The differential expression of categories of genes, rather than individual genes, exhibited in the overall plant spaceflight response could be interpreted as support for the notion that certain categories of responses are either necessary for spaceflight physiological adaptation, or a common consequence of interpreting this novel environment. A common theme that appears to remain consistent among plant spaceflight transcriptomes is that of cell wall remodeling. Genes encoding proteins associated with cell wall remodeling have characterized the spaceflight response among several experiments and genotypes [23, 38, 47, 48, 51, 52, 56, 57, 65]. Cell wall remodeling genes are represented in the differentially expressed genes are richly represented in this experiment as well (Fig 6, Supporting S2 and S3 Tables). Thus cell wall remodeling appears to be, for the most part, a requirement or an unavoidable consequence of spaceflight physiological adaptation. Yet the differential gene expression that characterizes that response may be highly cell, genotype and environment specific, and indeed may not actually be required for successful adaptation.

Future experiments can be directed to establishing the minimal responses to spaceflight by further mutational and environmental manipulations, and can thereby contribute to systems engineering of spaceflight habitats. Plant growth in actual life support functions within space exploration is an important technical engineering challenge. Growing plants on petri plates allows what is likely the most benign growth system possible in spaceflight absent artificial gravity. Water management is not necessary, as the Phytagel provides water to the roots without potential flooding that can be seen in larger scale plant production systems on orbit or within exploration vehicles. Light and air management is quite similar to situations in terrestrial laboratories. It is quite possible that more stress responses will be seen in larger plant growth units on orbit, where water, nutrient and air management become more of an issue than for plants grown on plates. Engineering solutions to those issues can draw upon these plants-on-plates to better understand achievable stress reduction goals.

## Supporting information

S1 Table An annotated heat map table showing the differentially expressed genes in response to spaceflight represented in both the light and the dark grown plants.

S2 Table The fully annotated heat map displayed in Fig 6A: The spaceflight to ground control heat maps in the light grown plants.

S3 Table The fully annotated heat map displayed in Fig 6B: The spaceflight to ground control heat maps in the dark grown plants.

S4 Table The fully annotated heat map displayed in Fig 7A Ground Control: The transcriptome heat maps showing differential expression between genotypes for light grown ground control plants.

S5 Table The fully annotated heat map displayed in Fig 7A Flight: The transcriptome heat maps showing differential expression between genotypes for light grown spaceflight plants.

S6 Table The fully annotated heat map displayed in Fig 7B Ground Control: The transcriptome heat maps showing differential expression between genotypes for dark grown ground control plants.

S7 Table The fully annotated heat map displayed in Fig 7B Flight: The transcriptome heat maps showing differential expression between genotypes for dark grown spaceflight plants.

S8 Table A set of annotated heat maps summarizing differential expression between genotypes in all conditions: GC LT WS compared to GC LT Col-0, FLT LT Col-0 compared to GC LT Col-0, FLT LT WS compared to GC LT WS, FLT LT WS compared to FLT LT Col-0, GC DK WS compared to GC DK Col-0, FLT DK Col0 compared to GC DK Col0, FLT DK WS compared to GC DK WS, FLT DK WS compared to FLT DK Col-0, GC LT PhyD compared to GC LT Col-0, FLT LT PhyD compared to GC LT PhyD, FLT LT Col compared to GC LT Col-0, FLT LT PhyD compared to FLT LT Col-0, GC DK PhyD compared to GC DK Col-0, FLT DK PhyD compared to GC DK PhyD, FLT DK Col-0 compared to GC DK Col-0, FLT DK PhyD compared to FLT DK Col-0. Abbreviations: GC-Ground Control, FLT-Flight, LT-Light, DK-Dark
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

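Transcripts of Arabidopsis thaliana root tips were measured by RNA sequencing in 36 libraries, 3 roots in each of 12 groups: Col-0, WS and phyD, in spaceflight and on the ground, in the light and in the dark. The authors mapped paired reads of 75 nt to TAIR10, with STAR in the paper's methods and with TopHat in the submitters' processing notes, and computed levels and tests with Cufflinks; the versions are not given in the sources used here.

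All values come from 20 tables that the authors deposited, each for 1 pair of groups: 6 of flight against ground, 8 of Col-0 against another genotype and 6 of dark against light. In the authors' deposited tables, the level of a gene is given in FPKM, fragments scaled to the length of the transcript and to all mapped fragments, as 1 value per group that pools 3 roots. The authors' deposited p-value is that of the cuffdiff test and the q-value its Benjamini-Hochberg adjustment over the tested genes. A test statistic, a score signed like the fold change, is deposited in the 6 flight tables. In the 4 deposited tables of Col-0 and phyD the log2 fold change of the authors was used, read as Col-0 over phyD, since the group entries of both ground tables go against their level columns; these tables hold part of the 33999 loci, mostly those with Col-0 at or above phyD unless called. In the 16 other tables the log2 fold change was computed from the FPKM values, as the deposited fold column holds a spreadsheet error where a group is at 0. Each table was scaled separately by cuffdiff, so levels were compared only within a table. Starts were taken as 0-based and raised by 1; positions are those of the loci in the tables, built on TAIR10, and for most genes they are not the gene's own limits.

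No value of a single root and no count was used here, so the depth per sample is unknown, and no SD between roots, outlier test or regrouping of samples could be computed. The precision is given as a standard error, the log2 fold change divided by the normal deviate of the authors' p. Because the smallest p is 5.00e-05, this error is an upper bound for the genes with the strongest changes. Its median over genes with an FPKM of at least 5 runs from 0.387 in light-grown Col-0 to 0.559 in dark-grown phyD. The deposited test statistic is close to the normal deviate of p divided by the square root of 3 in the 6 flight tables (median ratio 0.578 to 0.581), and 2 alternatives use it as a standard error, as it stands and multiplied by the square root of 3; the latter was chosen after the data were examined.

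A gene was called changed when it has an AGI number, was tested by cuffdiff, has a q under 0.05 and changed at least 2-fold; genes listed at 0 in 1 group count as changed when they pass the q. Differences of the flight response between genotypes were tested in 6 comparisons from the difference of the log2 fold changes and the combined standard error (normal, 2-sided), adjusted by Benjamini-Hochberg over the genes tested in both. On simulated data, 100 genes were given a log2 difference of 4 in 1 genotype and 100 in opposite directions: 45 to 61 and 65 to 81 of them were recovered, and 4 to 7 unchanged genes were called. Numbers of shared genes expected by chance are products of the shares called, and do not allow for genes that are easier to call in every comparison.

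The 31 gene lists hold 911 AGI numbers and were written before the tables were examined, after reading the paper and its supplementary tables. The supplementary tables hold the genes called in flight with finite fold changes, so the lists are not independent of the calls. They cover morning and evening clock genes, light signalling, flavonoid synthesis, photosynthesis, low oxygen, class III peroxidases, wall loosening (expansins and xyloglucan endotransglucosylases), arabinogalactan proteins, root hairs, xylem, the endodermis with the Casparian strip and suberin, cell division, aquaporins, abscisic acid, jasmonate, ethylene, gibberellin, cytokinin, the auxin response, auxin transport with gravitropism, defence, rapid stress, heat shock, oxidative stress, sugar starvation, iron, nitrogen, phosphate, methionine with its salvage cycle, and 10 reference genes. Each was tested with a 1-sided Fisher's exact test in both directions in the 6 flight comparisons (372 tests, Benjamini-Hochberg) and its median was placed among 10000 random lists matched for FPKM in 20 bins. Where an AGI number appears at more than 1 locus, the locus with the highest FPKM was used, a choice made after list counts had first been looked at.

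Named genes follow a rule written before the tables were examined: genes that the paper names; the 5 largest rises and falls per comparison (10 between dark and light) among genes with an FPKM of at least 5; the 4 list members with the largest change; PHYA to PHYE; and the 10 genes with the smallest adjusted p in each test of a difference between genotypes. The values of the supplementary tables had been seen when the rule was written. The rule names 463 genes, 96 of them by the paper, 169 by size, 279 from the lists, 5 phytochromes and 48 by the tests of a difference. Alternatives, each changing 1 choice, were a minimum FPKM of 1, no fold minimum, genes listed at 0 left out, a q under 0.01, an unadjusted p under 0.01, a log2 difference of at least 1 and other standard errors. Comparisons of phyD with WS within an environment and the root length measurements were not analysed here. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.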

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

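The tests of another time of day, of younger tissue and of the ground plants of phyD were chosen after the results they address had been seen, as was the standard error from the test statistic multiplied by the square root of 3.

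The flight response of CAF1A, LTP5, GLN1;2 and other genes differed between genotypes by a test of the difference itself. In the light, 45 genes differed between Col-0 and phyD, 61 between Col-0 and WS and 6 between phyD and WS, the last with AT3G01311, FLA12 and RHS13. In the dark the numbers were 94, 52 and 138. The responses had opposite signs in 45, 61 and 6 of these genes in the light and in 93, 52 and 137 in the dark. Responses of the same sign but different size could hardly pass, since the standard errors of genes at the smallest p are too large. Among rapid stress genes 9 differed between Col-0 and phyD in the light. In the dark, 8 peroxidase genes, 7 wall-loosening genes and 6 aquaporin genes differed between phyD and WS, such as PER56 with 4.19 (standard error 0.763) and PIP1;1 with 2.44 (0.444), both more positive in WS. In the dark on the ground, 7 peroxidase, 5 wall-loosening and 3 aquaporin genes were lower in Col-0 than in phyD in a table that holds part of the genes.

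The paper does not report on dark- against light-grown tips within an environment. On the ground 485 genes differed in Col-0, 573 in WS and 410 in phyD, most of them lower in the dark, such as COR413-PM1 in Col-0 (-6.42), CP12-1, a regulator of carbon fixation, in WS (-5.31) and ORA47 in phyD (-5.68). In flight the numbers were 43 in Col-0, 341 in WS and 186 in phyD. The tips were 1 mm long in the dark and 2 mm in the light, so lighting and tissue sampled cannot be told apart in any of the 6.

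Fewer genes changed in flight in light-grown WS and phyD than in Col-0. With each gene's standard error taken from the Col-0 comparison, 310 genes would be called in WS and 228 in phyD, against 66 and 118 with their own errors over the same genes; but the Col-0 count also rises, from 286 to 334 with the errors of WS and from 290 to 383 with those of phyD, so a larger spread between roots cannot be excluded or shown this way. The median standard error of WS was 1.15 times that of Col-0, and of phyD 1.11 times. The median size of the fold change was 0.821 of that of Col-0 in WS and 0.739 in phyD. This restates that fold changes were smaller and does not test it. The median sizes on the log2 scale, 0.24 in WS and 0.22 in phyD, also lay under the median standard errors of 0.43 and 0.42. They therefore hold noise as well as response. A larger spread in WS and phyD and a weaker response both stay open, and the count of changed genes alone cannot be told apart into these parts.

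LHY and CCA1 were lower in flight in all 3 genotypes in the light, and the photosynthesis gene PSAK in Col-0 and phyD. Younger tissue in the flight tips predicts that root hair, xylem and endodermis lists lie low among matched random lists, whereas 7 of 9 placings lay above the 50th percentile and 1 below the 25th. All 6 of WS and Col-0 lay above the 50th, while in phyD root hair lay at 54.0, xylem at 0 and endodermis at 25.8. The placings argue against younger tissue in WS and Col-0 and not in phyD. This split by genotype was made after the placings were seen, and the lists may themselves respond to flight. Younger tissue is therefore not excluded in any genotype. Another time of day at fixation predicts higher evening clock genes, and that list lay at the 99.8 percentile or above in all 3 genotypes, so this prediction was met. Morning and evening genes belong to the same clock, so another change of the clock could move both lists. The placing therefore does not single out time of day. In the dark, all 3 calls of morning clock genes were falls in Col-0. The ground plants were started 24 h after the flight plants. The hour of fixation is not given in the sources used here. Less light at the roots predicts that genes lower in the dark in both other genotypes fall in flight: without clock and light signalling genes their median lay at percentile 100 in Col-0, 0.34 in WS and 1.99 in phyD (log2 fold changes 0.06, -0.00 and -0.10), and with them 18 were lower and 13 higher in flight in Col-0, 8 and 6 in WS and 16 and 0 in phyD, so a common effect of less light cannot be told apart from others. The genes lower in the dark were found from tips of 1 mm in the dark and 2 mm in the light. They therefore mix lighting with the tissue sampled, and their placing cannot speak for light alone. In WS their median of -0.00 was low only against lists of like level. A response to spaceflight itself was not tested apart from these explanations and stays open.

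ORA47, CAF1A and ZAT12 rose in Col-0 and fell in phyD in flight in the light. If the ground plants of phyD stood apart, the genes should differ between the genotypes on the ground more than in flight. Of the 9 listed genes whose flight response differed, only 5 have a value on the ground, where uncalled genes lower in Col-0 are mostly missing. All 5 differed, lower in Col-0. In flight all 9 have a value and 4 differed, all higher in Col-0. With 3 genes called on the ground alone and 2 in flight alone, an exact sign test (p 1) could not have passed. The 9 were also chosen for their difference in flight response, so these few genes do not decide. Between Col-0 and WS 5 of 29 rapid stress genes differed in the light as well, and between phyD and WS 0. Against WS, 0 of the list were higher and 2 lower in Col-0 on the ground in the light (median log2 value -0.70), and 8 higher and 0 lower in flight (0.73). Col-0 thus stands apart from WS as from phyD, which goes against the phyD ground plants as the only cause. Were WS without PhyD transcription, as the paper states, this would not count against a role of phytochrome D. In the light, however, PHYD had an FPKM of 1.70 in WS and 5.22 in Col-0 in flight. On the ground it had 2.63 in WS and 2.92 in Col-0, which did not pass the test. The likeness of WS and phyD therefore does not decide on a role of phytochrome D. Handling of these plants as a part of the difference and a response to flight that depends on phytochrome D both stay open, the latter as untested.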

How the results depend on the processing

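The standard error from the test statistic multiplied by the square root of 3 was chosen after the data were examined; the other alternatives were set before. No result reversed its direction. The counts were within 1.5 times the reported value at an FPKM of at least 1 (24 counts), with a log2 difference of at least 1 (6 counts) and with a background of genes with an FPKM of at least 1 (6 lists).

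At a q under 0.01, the genes changed in flight numbered 0 in light-grown WS, 200 in Col-0 and 97 in phyD, and 157 in dark-grown WS and 140 in Col-0; the genes changed the same way in all 3 genotypes 0 in the light and 5 in the dark; between Col-0 and phyD 0 in the light on the ground, 90 in the light in flight, 0 in the dark on the ground and 0 in the dark in flight; and between dark and light 0 in Col-0 in flight, 244 in phyD on the ground and 108 in phyD in flight; 8 other counts stayed within 1.5 times. Since cuffdiff has a smallest p, a table with few calls has no q under 0.01, as in light-grown WS (0.0136; 1015 genes at an unadjusted p under 0.05) and in Col-0 in flight between dark and light (574). With infinite fold changes left out, 214 genes differed between Col-0 and WS in the light on the ground. Without the fold minimum, 1282 differed between Col-0 and WS and 278 between Col-0 and phyD in the light in flight. At an unadjusted p under 0.01, 540 differed between Col-0 and WS in the light on the ground and 776 in the dark in flight.

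With the standard error from the test statistic, the flight response differed in the light for 4 genes between Col-0 and phyD, 3 between Col-0 and WS and 0 between phyD and WS, and in the dark for 1, 1 and 14. Multiplied by the square root of 3, the same tests gave 106, 163 and 40 in the light and 213, 102 and 291 in the dark. The construction differs by the size of the error alone. For the genes changed the same way in all 3 genotypes, calls with a finite fold change were counted in each comparison. At a q under 0.01, 28 of these calls were lost and 61 were kept. The genes with the smallest adjusted p in each test of a difference were also followed, including 4 that had not passed. Under the test statistic, 43 of these differences ended and 17 kept their result, among them the 4 that had not passed. Multiplied by the square root of 3, 56 kept their result and 4 came to pass.

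No paired analysis was possible because nothing in the labels ties a root to a plate. Leaving out replicates, a replicate block and a pseudocount were not run, since the tables hold 1 value per group, and neither were the FPKM filter and the unadjusted p for Col-0 and phyD, whose tables hold part of the genes. Depth is unknown and sets no limit that was computed.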

Differences from the paper's values

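The alternatives below were set before the data were examined. The paper gives 33,999 genes as tested (the paper's value); 20896 genes with an AGI number were tested by cuffdiff in at least 1 of the 6 flight comparisons, and 33999 is the number of loci that each table lists. No alternative applies to this count.

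For Col-0 and WS in the light on the ground, the paper's S4 Table holds 214 genes and 329 were called here. With infinite fold changes left out the count is 214 and at a q under 0.01 it is 235, both within 1.5 times the paper's value. It is 340 without the fold minimum, 325 at an FPKM of at least 1 and 540 at an unadjusted p under 0.01, which differ from it.

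The paper states that more genes of auxin, abscisic acid and gibberellin metabolism and of gravitropism changed in the dark than in the light. The lists used here are not the paper's annotation, so their calls cannot count the genes that the paper counted. They show only what changed within these lists. Of the abscisic acid genes listed here, 8 calls were rises and 2 were falls in the light, against 0 in the dark (2, 5 and 3 at an unadjusted p under 0.05 in the cuffdiff test in WS, Col-0 and phyD), and gibberellin genes gave 0 in both. Auxin response genes had 2 calls in the light and 1 in the dark, and auxin transport and gravity genes 2 and 2. Adjusted over each list alone, calls in the light and dark were 3 and 3 for the auxin response, 2 and 3 for auxin transport and gravity, 0 and 1 for gibberellin and 13 and 2 for abscisic acid. Genes at an unadjusted p under 0.05 numbered 11 and 13, 11 and 12, 2 and 5, and 20 and 10 in that order, so by this count the auxin, gravity and gibberellin lists had slightly more in the dark, the direction that the paper states. Cytokinin genes had 2 calls in the light and 4 in the dark (2 and 6 over the list alone, 6 and 9 at an unadjusted p under 0.05), ethylene genes 2 and 5 (6 and 5, 14 and 11), and jasmonate genes 4 and 3 (7 and 6, 10 and 10).

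For dark-grown plants the paper's text gives 218 genes for WS and 224 for Col-0, while its S3 Table and the finite calls here give 224 for WS and 218 for Col-0. The legend of Fig 7 gives a threshold of p under 0.01, whereas the numbers of genes in the paper's S4 to S7 Tables equal those here at a q under 0.05 with finite fold changes. The values in these tables are the other genotype over Col-0, so their sign is turned against those used here. The paper's discussion gives 127 genes for light-grown phyD and its results 130, as found here among finite calls. The paper counts 129 genes in both lightings and 131 were finite here, and the paper counts 17 genes with opposite directions in the dark and 18 were found here. In the paper's S2 Table 128 of 130 phyD genes are also called here; AT1G54890 and ACS6 (-1.73) are called here and not there. S2 Table gives PER7 as the name of AT1G49570, the gene named PER10 here.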

Other observations

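No test in this part was chosen to explain a result; the values are reported as they are. They concern dark- against light-grown tips, on which the paper makes no claim.

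On the ground, TCH3 was higher in the dark in Col-0 (log2 fold change 3.87), as were PER49 (3.70) and ARD3 (2.95), while NAS1 (-4.54) and RBCS1A, the small subunit of Rubisco (-4.63), were lower. In WS, LTP5 was higher in the dark on the ground (4.27) and in flight (4.30). In phyD, CAF1A (-4.36) and HOL2 (-4.31) were lower in the dark on the ground. In flight, SWEET11, a sugar transporter, was lower in the dark in Col-0 (-3.65), COR413-PM1 in WS (-5.89) and in phyD (-4.46), and NAS2 was higher in phyD (3.07). Of the morning clock genes 5, 5 and 5 were lower in the dark on the ground in Col-0, WS and phyD, of the rapid stress genes 6, 10 and 14, and of the sugar starvation genes 4, 8 and 13. Tip length differs with lighting in all of these.

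By level, the median log2 fold change in flight was 0.08 in the tenth of genes with the lowest FPKM and -0.23 in the tenth with the highest in light-grown Col-0, -0.06 and 0.13 in WS and -0.14 and -0.08 in phyD. In the dark it was 0.06 and 0.03 in Col-0, 0.27 and -0.10 in WS and 0.08 and 0.06 in phyD.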
